# Induction of neuro-protective/regenerative genes in stem cells infiltrating post-ischemic brain tissue

**DOI:** 10.1186/2040-7378-2-11

**Published:** 2010-05-28

**Authors:** Gokhan Yilmaz, J Steven Alexander, Cigdem Erkuran Yilmaz, D Neil Granger

## Abstract

**Background-:**

Although the therapeutic potential of bone marrow-derived stromal stem cells (BMSC) has been demonstrated in different experimental models of ischemic stroke, it remains unclear how stem cells (SC) induce neuroprotection following stroke. In this study, we describe a novel method for isolating BMSC that infiltrate postischemic brain tissue and use this method to identify the genes that are persistently activated or depressed in BMSC that infiltrate brain tissue following ischemic stroke.

**Methods-:**

Ischemic strokes were induced in C57BL/6 mice by middle cerebral artery occlusion for 1 h, followed by reperfusion. BMSC were isolated from H-2 Kb-tsA58 (immortomouse™) mice, and were administered (i.v.) 24 h after reperfusion. At the peak of therapeutic improvement (14 days after the ischemic insult), infarcted brain tissue was isolated, and the BMSC were isolated by culturing at 33°C. Microarray analysis and RT-PCR were performed to compare differential gene expression between naïve and infiltrating BMSC populations.

**Results-:**

Z-scoring revealed dramatic differences in the expression of extracellular genes between naïve and infiltrating BMSC. Pair-wise analysis detected 80 extracellular factor genes that were up-regulated (≥ 2 fold, *P *< 0.05, Benjamini-Hochberg correction) between naïve and infiltrated BMSC. Although several anticipated neuroregenerative, nerve guidance and angiogenic factor (e.g., bFGF, bone morphogenetic protein, angiopoietins, neural growth factor) genes exhibited an increased expression, a remarkable induction of genes for nerve guidance survival (e.g., cytokine receptor-like factor 1, glypican 1, Dickkopf homolog 2, osteopontin) was also noted.

**Conclusions-:**

BMSC infiltrating the post-ischemic brain exhibit persistent epigenetic changes in gene expression for numerous extracellular genes, compared to their naïve counterparts. These genes are relevant to the neuroprotection, regeneration and angiogenesis previously described following stem cell therapy in animal models of ischemic stroke.

## Background

In various animal models of central nervous system (CNS) injury, bone marrow stromal cells (BMSC) have been reported to be effective in limiting tissue damage[1-4]. The therapeutic effects of stem cells have been attributed to their ability to release of a mixture of neurotrophins, growth factors, and other substances that induce restorative processes in post-ischemic brain tissue[1,5-8]. Although some studies have focused on the role of one or more potential neuroprotective factors that are released from BMSC, less effort has been made to evaluate the responses of BMSC once they infiltrate brain tissue following an ischemic insult[7,9].

Immortalized cell lines have long been used as a source of stem cells for in vivo studies of the therapeutic efficacy of stem cells in models of ischemic tissue injury[10-12]. While these cells have been shown to survive and differentiate in brain tissue and to afford some protection against ischemic stroke, they are difficult to recover from brain tissue to permit assessment of the phenotypic and genetic changes that underlie their protective actions. Immortalized BMSC isolated from the H-2Kb-tsA58 transgenic mouse express a gene for temperature sensitive conditional immortality that makes them a more suitable model for stem cell recovery in ischemic tissue[13]. Stem cells from this background exhibit stem cell marker characteristics for over a year[13] and can give rise to cells of the mesenchymal lineage [14]. A particularly advantageous characteristic of BMSC from the H-2 Kb-tsA58 transgenic strain, is that the cells are undifferentiated at 33°C, but will acquire a differentiated phenotype at 37°C to yield a large number of cells with stem cell properties.

Although it is widely accepted that stem cells administered in animal models of stroke selectively home to and infiltrate the site of brain injury[14,15], successful isolation and genetic evaluation of these cells after they have infiltrated the post-ischemic brain has not been reported to date. In this study, we employed immortalized BMSC from H-2 Kb-tsA58 mice to selectively isolate stem cells that infiltrate brain tissue and produce therapeutic benefit following focal ischemia and reperfusion. The infiltrating BMSC were probed using whole genome array and RT-PCR in order to identify genes that are persistently up- or down-regulated in the stem cells after their appearance in infarcted brain tissue.

## Methods

### Animals

All in vivo experiments were performed on male C57Bl/6J mice (WT; 6 to 8 weeks old) (Jackson Laboratories, Bar Harbor, Me). BMSC were isolated from either H-2Kb-tsA58 mice expressing temperature-sensitive SV40 large T antigen (Large T; CBA/ca × C57Bl/10 hybrid, Charles River Laboratories) or from WT mice. The experimental procedures employed in this study were approved by the Louisiana State University Health Sciences Center Institutional Animal Care and Use Committee and are in compliance with the guidelines of National Institutes of Health.

### BMSC isolation

Primary cultures of BMSC were obtained from WT or Large T mice as previously described[16]. Briefly, fresh complete bone marrow was harvested aseptically from the tibias and femurs and then cultured in Iscove's Modified Dulbecco's medium (IMDM) supplemented with 10% fetal bovine serum (FBS). BMSC isolated from Large T mice were cultured at 33°C for selective isolation of the immortalized cells. After 3 days of incubation, non-adherent cells were removed and cells tightly adhered to plastic were isolated and resuspended to fresh Iscove's Modified Dulbecco's medium in new flasks for further growth. By passage 3, less than 1% of cells were positive for CD11b and CD45 as assessed by flow cytometry, and the BMSC were stem cell antigen-1 (sca-1) positive (70%). Prior to use in the in vivo model, BMSC were harvested using a non-enzymatic dissociation solution (Sigma Chemicals, St Louis), centrifuged at 1000 × g, filtered through a 70 um cell strainer (BD, Falcon), and resuspended in PBS (pH 7.4). 2 × 10^6 ^viable WT or Large T BMSC(in 150 μl of PBS) or PBS (150 μl) were administered intravenously at 24 hours after the induction of cerebral ischemia.

### Middle cerebral artery (MCA) occlusion and reperfusion (MCAo/R)

The mice were anesthetized by intraperitoneal injection of ketamine (50 mg/kg) and xylazine (2.5 mg/kg). Transient (60 minutes) focal cerebral ischemia was induced by occlusion of the left middle cerebral artery (MCAo) using a modification of intraluminal filament method. Briefly, the blunted tip of a 6-0 nylon monofilament was advanced to the level of the carotid bifurcation via the internal carotid artery until light resistance was felt. The distance from the nylon thread tip to the internal carotid artery-pterygopalatine artery bifurcation was slightly greater than 6 mm, and the distance to the bifurcation of the internal and external carotid arteries was slightly less than 9 mm. The monofilament was removed after 60 minutes of occlusion. In the sham group, these arteries were visualized but not disturbed. Ischemia and reperfusion (I/R) were verified using a Laser Doppler flowmeter probe (MSP300XP, AD Instruments Inc.) attached to the left parietal cranium. At the end of experiments, mice were killed with a lethal dose of pentobarbital (150 mg/kg, i.p.). The brains were immediately removed, and then stained with 2% 2, 3, 5-triphenyltetrazolium chloride to confirm the production of an infarct.

### Neurological score

In another set of experiments, the therapeutic effects of SC were assessed in mice receiving either 2 × 10^6 ^viable WT SC or Large T SC (in 150 μl of PBS) or PBS (150 μl) intravenously at 24 hours after the induction of cerebral ischemia. The neurological outcome was assessed at 1, 7 and 14 days after administration of SC using a 5-point scale neurological deficit score (0 = no deficit, 1 = failure to extend right paw, 2 = circling to the right, 3 = falling to the right, 4 = unable to walk spontaneously)[17].

### Recovery of Large T BMSC from ischemic brains

Mice were sacrificed 14 days after BMSC administration with a lethal dose of pentobarbital (150 mg/kg, i.p.). Ischemic hemispheres were removed from recipient mice that received either WT or Large T BMSC. The infarcted cerebral hemisphere was cut into small pieces and incubated with 2% collagenase at 37°C for 2 hours. The collagenase treated hemispheres were centrifuged at 1500 RPM for 10 min. The supernatants were discarded and tissues were resuspended in IMDM with 10% FBS and 1% streptomycin/penicillin. The suspensions were filtered through a 70-μm cell strainer (BD Falcon) and the filtered fractions were plated into 75 cm^2 ^flasks, cultured at 33°C in a mixture of 5% carbon dioxide and 95% oxygen, with the media replaced as needed. The cells isolated from ischemic brain tissue of mice receiving Large T BMSC reached confluency in 7 - 10 days. However, no cell growth was detected when infarcted tissue derived from mice receiving either WT BMSC or saline was cultured at 33°C under identical culture conditions.

### Immunostaining of Large T antigen (TAg)

Immortalized stem cells (~10^4 ^cells) were adhered onto 1.2 cm diameter coverslips by centrifugation at 1,500 × g for 15 min in culture medium. Coverslips were then fixed in 1% paraformaldehyde in PBS (30 min), and extracted in 0.2% Triton-X100/PBS (5 min). Permeabilized coverslips were incubated for 1 h in 75 ul of mouse anti-SV40 large TAg (1:150), (pab416; ts A58, AbCAM, Cambridge, MA) in 0.1% milk powder in PBS (MPBS) at 25°C. Coverslips were washed 3-times in 0.1% MPBS, and then incubated with 75 ul of goat anti-mouse fluorescein conjugated antibody (1:50) in MPBS (1 h). After 3 washes in 0.1% MPBS, coverslips were mounted in 1:5 diluted Vectashield/DAPI (Vector Labs, Burlingame, CA) and sealed with nail polish. Using fluorescence microscopy (Olympus AX70 microscope), the BMSC were examined for fluorescein (SV40 large Tag) and nuclei (DAPI), and the images captured with a Nikon Coolpix camera.

### Gene microarray

Pair-wise gene expression analysis was performed to compare the differences in gene expression patterns of naïve Large T (cell population injected into mice) with the Large T cell population isolated from infarcted tissue (iLarge T). RNA was extracted from cells using QIAshredder (Qiagen, Hilden, GmbH) and an RNeasy mini kit (Qiagen, Maryland), according to manufacturer's directions. RNA integrity was assessed by electrophoresis on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Double-stranded cDNA was synthesized from approximately 7 ug total RNA, using a Superscript cDNA Synthesis Kit (Invitrogen, Carlsbad, CA) in combination with a T7-(dT)_24 _primer (Proligo, Boulder, CO). Biotinylated cRNA was transcribed in vitro using the BioArray High Yield RNA Transcript Labeling Kit (ENZO Biochem, New York, NY) and purified using the GeneChip Sample Cleanup Module (Affymetrix, Santa Clara, CA). Twenty micrograms of purified cRNA was fragmented by incubation in fragmentation buffer (200 mM Tris-acetate, pH 8.1, 500 mM potassium acetate, 150 mM magnesium acetate) at 94°C for 35 minutes and chilled on ice. Ten micrograms of fragmented biotin-labeled cRNA was hybridized to the Mouse Genome 430 2.0 Array (Affymetrix), interrogating over 39,000 transcripts. Arrays were incubated for 16 hr at 45°C with constant rotation (60 rpm). The arrays were washed and then stained for 10 min at 25°C with 10 ug/mL streptavidin-R phycoerythrin (Vector Laboratories, Burlingame, CA) followed by 3 ug/mL biotinylated goat anti-streptavidin antibody (Vector Laboratories) for 10 minutes at 25°C. Arrays were then stained once again with streptavidin-R phycoerythrin for 10 min at 25°C. After washing and staining, the arrays were scanned using a GeneChip Scanner 3000. Pixel intensities were measured, expression signals were analyzed and features extracted using the commercial software package GeneChip Operating Software 1.2 (*Affymetrix*).

Three independent sets of experiments were performed, each containing RNA samples pooled from BMSC populations isolated from 3 ischemic hemispheres or 3 sets of naïve Large T SC. Data mining and statistical analysis were performed with genesifter.net software. A two-fold or more change in gene expression with an unpaired t-test corrected with the Benjamini-Hochberg procedure[18], and a p < 0.05 was considered significant and used for further analysis. The Z-score was used to detect the most affected gene ontology families, with a high Z-score indicating a highly affected pathway[19]. Genes related to molecular function, localization and biological processes were analyzed by gene ontology detecting software http://www.genesifter.net.

### Real time quantitative PCR

Total RNA extracted from naïve and iLarge T SC was used as a template for cDNA synthesis. For each sample, 100 ng of total RNA was used as a template for cDNA synthesis. The reverse transcription reaction was performed in master mix containing RT buffer, MgCl_2_, dNTPs, random hexamers, RNase inhibitor and multiscribe reverse transcriptase (Applied Biosystems, Foster City, CA). Incubations were performed in a Mastercycler-personal (Eppendorf, Westbury, NY) for 10 min at room temperature followed by 60 min at 42 C and 5 min at 95 C. For quantitative real-time PCR analysis the primers listed in Table S1, Additional file 1 were used (Realtime Primers, Elkins Park, PA). Fast SYBR Green master mix was used for amplification and detection. Reactions were performed in triplicate using an ABI Prism 7900 Sequence Detection System. Raw data were analyzed using the ABI Prism Sequence Detection 1.9.1 software. The comparative Cr method for relative quantification of gene expression was used to determine expression levels for target genes. Beta-actin was used as a housekeeping gene.

## Results

### Large-T BMSC improve neurological outcome after MCAO

Intravenous administration of 2 × 10 ^6 ^Large T BMSC after 1 hour of cerebral ischemia and 24 hrs reperfusion blunted the neurological deficits (improved the neurological scores) normally noted in untreated mice two weeks thereafter (Figure 1). The protective effect of Large T BMSC was comparable to that observed in mice treated with BMSC isolated from wild type mice. Even though an improvement was observed with administration of WT BMSC or Large T BMSC at 7 days after ischemic stroke, a statistical difference was observed only at 14 days after BMSC administration. No difference in infarct volumes was observed among untreated stroke group versus the groups that received either WT-BMSC or Large-T BMSC (data not shown). These results indicate that Large T BMSC exhibit similar neuroprotective properties as BMSC isolated from WT mice.

**Figure 1:**
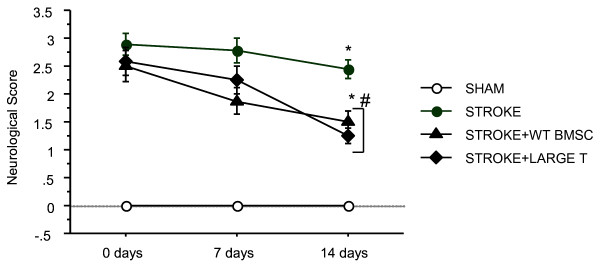
Neurological scores of sham, stroke, stroke +WT BMSC and stroke + Large T BMSC groups over a two week period after stroke or sham surgery. * represents significant difference from sham group (*p *< 0.05), # represents significant difference from stroke group (*P *< 0.05), one-way ANOVA with Tukey's post-hoc test.

### Viable Large-T BMSC can be recovered from post-ischemic brain tissue

In order to analyze potential phenotypic changes in BMSC that are recruited into post-ischemic brain, we devised a novel approach for tissue isolation of BMSC that capitalized on the ability of Large T BMSC to grow under culture conditions at 33°C. Using this approach, we found that Large T BMSC harvested from post-ischemic brain tissue and then cultured at 33°C exhibit cell growth and colony formation, while WT BMSC did not exhibit these responses under identical experimental conditions. Immunocytochemical staining confirmed the presence of intracellular Large T antigen in all cells isolated using this procedure (Figure 2)

**Figure 2:**
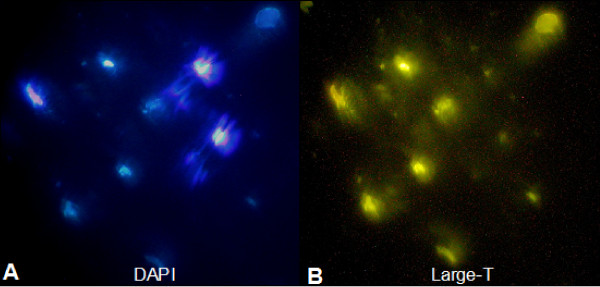
**Large T BMSC isolated from ischemic brain**. A. Nuclear DAPI Staining, B. Large T immunostaining of the same sample.

### BMSC isolated from post-ischemic brain tissue exhibit an altered gene expression pattern compared to their naive counterparts

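Gene expression was measured in 2 groups of cultured cells. Naïve Large T BMSC are adherent bone marrow stromal cells of mice that carry a temperature-sensitive SV40 large T antigen, a viral protein that keeps the cells dividing at 33°C. iLarge T BMSC are cells of this kind that were injected into a vein of male mice 24 h after the stroke, were released from the infarcted hemisphere with collagenase 14 days later and were grown again at 33°C. Each group has 3 arrays, which the submitters number 1, 3 and 5 for naïve and 2, 4 and 6 for iLarge T BMSC. The paper pooled RNA of 3 hemispheres or of 3 sets of naïve cells for each array and gives no pairing of the arrays. The authors' values are MAS5 signals, an intensity for each probe set on a linear scale, and the trimmed mean signal is 2500 on each array. Median signals were 413.5, 308 and 308 on naïve replicates 1, 3 and 5, and 450.1, 415 and 315 on iLarge T replicates 2, 4 and 6. The ratio of the 3' to the 5' control probe set of glyceraldehyde-3-phosphate dehydrogenase, a sign of RNA integrity, lay between 0.673 and 0.831 over the 6 arrays, and that of actin between 1.08 and 1.21. Across probe sets, which are not independent replicates, log2 signals correlated at 0.892 between naïve replicates 3 and 5. Naïve replicate 1 correlated with these at 0.829 and 0.831, the iLarge T arrays with each other at 0.845 to 0.863, and arrays of different groups at 0.789 to 0.824. Of 45101 probe sets, 64 controls were left out. The other 45037 were tested on the log2 scale with limma, a linear model that shares the estimate of the spread across probe sets, and p-values were adjusted by the Benjamini-Hochberg procedure. A probe set was called higher or lower at an adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the paper. Each of 18193 genes was represented by its probe set with the highest mean log2 signal. Changes are given as log2 fold changes, iLarge T minus naïve, with the standard error from limma. A group whose 3 arrays all lay under the 40th percentile of their array (signals of 183 to 299.6) was taken as near background, and a fold against it is given as a lower bound. Of 81 named genes called with a measured fold, 38 had 1 or 2 arrays of the dimmer group under it, so these folds rest in part on background. With low signals raised to it, 3 log2 fold changes shrank by over 1.5 times. On the linear scale more folds did, among them those of Wt1 (126 to 30.3), Lrrn4 (87.7 to 26.8), Itga8 (112 to 51.4) and Fabp7 (98.6 to 50.8). Folds of genes with no array of the dimmer group under it were kept. The number of arrays limits the precision. In data simulated for this comparison with 3 arrays a group, limma recovered 5.97% of changes of 1.5 on the log2 scale, 52.2% of changes of 3 and 86.4% of changes of 5, with 6 false calls among 45037 probe sets. In that simulation 200 probe sets were changed, against 2137 called on the real arrays. The adjustment of p depends on the share of changed probe sets, so these rates need not hold for the real arrays. All p-values measure the spread between these arrays, each of which holds pooled RNA.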

The GeneChip^® ^Mouse Genome 430 2.0 array, covering over 39,000 transcripts, was used to compare gene expression between BMSC isolated from infarcted tissue (iLarge T BMSC) and naïve Large T SC. 

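Among bright genes, the largest fitted increases in iLarge T BMSC include those of genes for an RNA-binding splicing regulator (Khdrbs3), a subunit of the nitric oxide receptor guanylate cyclase (Gucy1a2), a secreted Wnt inhibitor (Wif1), a forkhead transcription factor of stromal progenitors (Foxd1), a clathrin assembly protein of synapses (Snap91) and a fibroblast growth factor homolog that stays inside the cell (Fgf13). These were near background on the 3 naïve arrays, so their folds are lower bounds and do not rank them. Foxd1 reached a signal of 15232 ± 4125 (SD, n = 3) in iLarge T BMSC and was at least 68.1-fold higher (adjusted p = 0.00109 from limma). The lower bounds were 15.0-fold for Khdrbs3 (adjusted p = 0.000881), 13.0-fold for Gucy1a2 (adjusted p = 0.00119) and 11.7-fold for Fgf13 (adjusted p = 0.00144). Snap91 was at least 8.36-fold higher (adjusted p = 0.00303) and Wif1 at least 5.39-fold higher (adjusted p = 0.00630), a bound that was 3.51 without iLarge T replicate 4. The largest fitted decreases include those of the uroplakins Upk3b and Upk1b, membrane proteins of urothelium and mesothelium, the transcription factor Hand2, the Rac GTPase-activating protein Chn2 and the basement membrane collagen chain Col4a4. Upk3b had a signal of 58689 ± 32965 (SD, n = 3) in naïve and 47.9 ± 19.3 (SD, n = 3) in iLarge T BMSC and was at least 203-fold lower (adjusted p = 0.000179), a bound that was 315 without naïve replicate 1. The log2 fold change was -6.19 (standard error 0.41, adjusted p = 0.000254) for Upk1b, -6.42 (standard error 0.43, adjusted p = 0.000254) for Hand2 and -6.03 (standard error 0.92, adjusted p = 0.00647) for Col4a4, and Chn2 was at least 13.4-fold lower (adjusted p = 0.00520). The 10 genes with the largest fitted changes in each direction also include Esm1, Dkk2, Lyz1 and Dcaf12l1 among those higher, and Bnc1, Gpm6a, Wt1, Nxph1 and Lrrn4 among those lower. The call of Lyz1, a lysozyme, was lost without naïve replicate 3 (0.0830) or 5 (0.0720) or iLarge T replicate 4 (0.0800) or 6 (0.112). That of Dcaf12l1 was lost without iLarge T replicate 2 (0.0593), 4 (0.0803) or 6 (0.0805), where the values are adjusted p. Those of Nxph1, Lrrn4 and Wt1 were lost without naïve replicate 3 (0.0843) or 5 (0.0740) or iLarge T replicate 2 (0.0721) or 6 (0.0756), without naïve replicate 3 (0.0668) or 5 (0.0569) and without naïve replicate 3 (0.0531), in this order. Lyz1 had a signal of 91309 on iLarge T replicate 6, against 1706 and 4476 on the other iLarge T arrays.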

A pair-wise analysis of three independent experiments revealed a dramatically altered gene expression profile in iLarge T BMSC. 

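Of 18193 genes, 644 rose and 593 fell in iLarge T BMSC. Tnc, which encodes tenascin C, a matrix protein of wounds and of neural stem cell niches, rose from a signal of 5388 ± 2242 to 79831 ± 21016 (SD, n = 3), a log2 fold change of 3.94 (standard error 0.34, adjusted p = 0.000581) from limma. Pdgfrb, the platelet-derived growth factor receptor of stromal and mural cells, rose by 3.74 on the log2 scale (standard error 0.29, adjusted p = 0.000420). Counted by probe set, 1113 were higher and 1024 lower. The 3 naïve and 3 iLarge T signals did not overlap for 5022 genes (27.6%), against 10% by chance. With 1 array left out, the counts of probe sets were 2342 higher and 2140 lower without naïve replicate 1, 543 and 367 without naïve replicate 3, 612 and 450 without naïve replicate 5, 543 and 595 without iLarge T replicate 2, 422 and 583 without iLarge T replicate 4, and 490 and 580 without iLarge T replicate 6. The methods' t-test with the same thresholds gave 15 probe sets higher and 13 lower on log2 values, and 33 higher and 67 lower on linear signals.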

Using filtering criteria of a two-fold or more change in gene expression with an unpaired t-test corrected with Benjamini-Hochberg procedure[18] (P < 0.05) a list of 1885 differentially expressed genes were detected (Figure 3). Of this total, 995 genes from iLarge T BMSC exhibited reduced expression (Table S2, Additional file 2), while 890 genes showed increased expression (Table S3, Additional file 3). 

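Vcam1, an adhesion molecule of marrow stroma and endothelium, had a signal of 45166 ± 5748 (SD, n = 3) in naïve and 6781 ± 2887 (SD, n = 3) in iLarge T BMSC, a log2 fold change of -2.81 (standard error 0.31, adjusted p = 0.00130) from limma. Cd34, a surface sialomucin of progenitor cells, fell by 4.50 on the log2 scale (standard error 0.49, adjusted p = 0.00129). In the other direction, Grem1, a secreted antagonist of bone morphogenetic proteins, changed by 4.91 (standard error 0.54, adjusted p = 0.00137) and Msx2, a homeobox transcription factor of bone and cranial mesenchyme, by 5.69 (standard error 0.51, adjusted p = 0.000675). Of the 593 genes lower in iLarge T BMSC, 26 were near background on all 3 iLarge T arrays, and of the 644 higher, 102 were near background on all 3 naïve arrays. Of 665 genes of Table S2 measured here, 398 (59.9%) fell and 652 had a negative log2 fold change, and of 568 genes of Table S3, 361 (63.6%) rose and 554 had a positive one. None of these genes was called in the opposite direction by limma. Both tables were chosen by the study on these arrays, so the shares are not independent evidence. The share of Table S2 was 70.8%, 25.9%, 31.6%, 40.5%, 37.9% and 38.0% without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn, and that of Table S3 79.0%, 33.6%, 36.4%, 33.5%, 26.4% and 30.5%.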

Among the highly up-regulated genes (adjusted p < 0.01), endothelial specific cell molecule-1, bone morphogenic protein-2, nerve growth factor beta, olfactomedin-1 were detected. 

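Esm1, Bmp2 and Olfm1 were near background on all 3 naïve arrays and bright on all 3 iLarge T arrays. Esm1 encodes endocan, a proteoglycan that endothelial and other cells secrete under angiogenic signals. Its signal was 26.8 ± 37.3 (SD, n = 3) in naïve and 3708 ± 612 (SD, n = 3) in iLarge T BMSC, at least 16.8-fold higher (adjusted p = 0.00324 from limma). Bmp2, a bone morphogenetic protein that directs bone, vessel and neural development, had signals of 76.6 ± 114 and 4208 ± 482 (SD, n = 3) and was at least 19.2-fold higher (adjusted p = 0.00743). Olfm1, a secreted glycoprotein of neurons, had signals of 93.6 ± 71.4 and 4180.4 ± 514 (SD, n = 3) and was at least 19.0-fold higher (adjusted p = 0.00204). The highest naïve signals of Esm1, Bmp2 and Olfm1 were on replicate 1, at 69.8, 208 and 168. From values of this kind the paper states that the genes were highly up-regulated. Genes with no probe set of their own in the annotation used are not analysed here.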

The gene microarray was validated with RT-PCR. 

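Of 10 genes with RT-PCR primers in Table S1, 9 were measured by a probe set of their own, and 6 rose in iLarge T BMSC (8 when adjusted over the list alone). The study chose these genes, so the count is not independent evidence. Fgf7, an epithelial growth factor made by stromal cells, had a signal of 109 ± 73.6 (SD, n = 3) in naïve and 17831 ± 6750.3 (SD, n = 3) in iLarge T BMSC (adjusted p = 0.000675 from limma). Gdnf, a survival factor of dopaminergic and motor neurons, was at least 7.46-fold higher (adjusted p = 0.00306), and S100b, a calcium-binding protein of glial and cartilage cells, at least 11.0-fold higher (adjusted p = 0.00400). The other probe set of S100b gave a log2 fold change of 3.73 (standard error 0.94, adjusted p = 0.0549) and was not called. Igf2, a fetal growth factor, changed by 2.77 (standard error 0.49, adjusted p = 0.0116). Esm1 and Bmp2 also passed the threshold. Timp2, a metalloproteinase inhibitor, had a log2 fold change of 0.90 (standard error 0.37, adjusted p = 0.241) at its brightest probe set, and Bdnf, a neurotrophin, one of 1.44 (standard error 0.59, adjusted p = 0.233), and neither was called. Angpt4, an angiopoietin, missed the threshold as well. Timp2 was called at 3 of its 6 probe sets, of which the most changed gave 1.97 (standard error 0.29, adjusted p = 0.00548). The call of Igf2 was lost without iLarge T replicate 6 (0.0610), given as adjusted p. By camera, which compares the genes of a list with all others, the list was higher (adjusted p = 7.65e-09; adjusted p = 0.0646, in a range of 1.03e-10 to 0.0646 over its alternatives, with an estimated correlation), with a median log2 fold change of 3.72, or 3.04 with genes near background at their bound.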

A strong correlation (r^2 ^= 0.93) between mRNA detected by RT-PCR and the gene microarray results was observed (Figure 4). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus[20] and are accessible through GEO Series accession number GSE21393 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21393.

**Figure 3:**
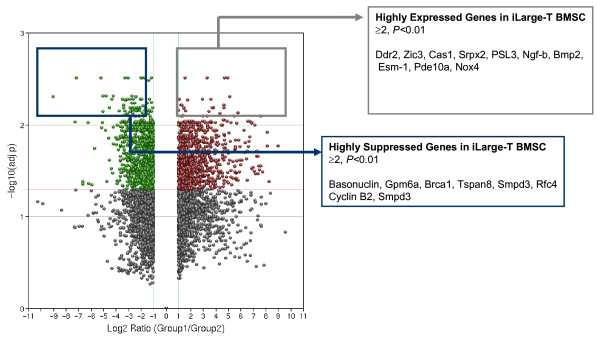
**Volcano graph of gene expression changes in BMSC isolated from ischemic brain (Group1) versus naïve BMSC (Group2)**.

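Nox4, Pde10a and Ccnb2, which Figure 3 marks, lay far from the centre of such a graph. Nox4, an NADPH oxidase that produces hydrogen peroxide, rose by 4.82 on the log2 scale (standard error 0.49, adjusted p = 0.00106) in iLarge T BMSC, from a signal of 217 ± 123 to 5482 ± 495 (SD, n = 3). At its other probe set Nox4 was not called, with a log2 fold change of 4.02 (standard error 1.10, adjusted p = 0.0716). Pde10a, a phosphodiesterase of striatal neurons, was at least 5.83-fold higher (adjusted p = 0.0138) at the brightest of its 5 probe sets. It was also called at others, where it was at least 4.77-fold (adjusted p = 0.00390) and at least 2.52-fold higher (adjusted p = 0.0119). The remaining probe sets of Pde10a were not called, with log2 fold changes of 2.38 (adjusted p = 0.448) and -0.54 (adjusted p = 0.887). Ccnb2, a cyclin of mitosis, had a log2 fold change of -3.52 (standard error 0.35, adjusted p = 0.000969). Over all 45037 probe sets, limma gave 7901 an unadjusted p under 0.05 and 2156 an adjusted p under 0.05, of which 2137 also differed by at least 2-fold. The call of Pde10a at its brightest probe set was lost without iLarge T replicate 2 (0.0749) or 4 (0.0924), given as adjusted p.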

**Figure 4:**
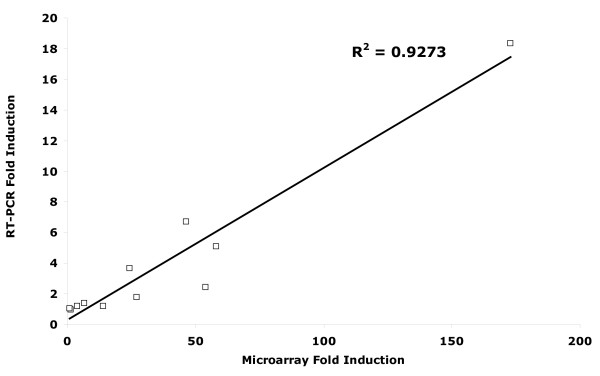
**Fold-change in gene expression detected by RT-PCR versus microarray**.

### Genes in Large-T BMSC that encode factors released into the extracellular space are highly induced by ischemia-reperfusion

A gene ontology analysis was performed on Large T BMSC using Genesifter.net ontology tools. Z-scoring was used to identify the most affected pathways in isolated BMSC. A positive Z-score indicates that more genes than expected fulfilled the criterion for altered expression in a certain group or pathway; therefore, that group or pathway is likely to be affected by the imposed condition (e.g., ischemia)[21]. Z-scores were detected for up-regulated transcripts related to biological processes, cellular location and molecular function (Figure 5). 

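Several components of the extracellular matrix and its receptors rose in iLarge T BMSC. Col2a1, the collagen of cartilage, was at least 18.1-fold higher (adjusted p = 0.00388 from limma), a bound that was 11.3 without iLarge T replicate 4 and 40.0 without iLarge T replicate 6. Itga8, an integrin subunit that binds tenascin and nephronectin, rose by 6.81 on the log2 scale (standard error 0.92, adjusted p = 0.00357), and Col18a1, the source of endostatin, by 4.49 (standard error 0.73, adjusted p = 0.00847), or by 3.50 without iLarge T replicate 6. Of 78 measured genes of ECM-receptor interaction, 10 rose, 4 fell and 64 did not pass the test (21 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of 0.76. By camera the list was higher (adjusted p = 0.000605), a call lost on linear signals (adjusted p = 0.0596) and at adjusted p = 0.172, in a range of 5.01e-05 to 0.172 over its alternatives, with an estimated correlation. Of 24 fibrillar and other collagens, 7 rose and 2 fell (11 and 3 when adjusted over the list alone; adjusted p = 0.00438 by camera, and adjusted p = 0.207, in a range of 0.000417 to 0.207 over its alternatives, with an estimated correlation). The list's call was also lost with statistics of the t-test on log2 values (0.0830), on linear signals (0.135), with the most variable probe set (0.109), with the mean of the probe sets (0.123) and by fry (0.0698), given as adjusted p. Of 59 cytokines and chemokines, 5 rose and 2 fell (10 and 3 when adjusted over the list alone), and the list was not called (adjusted p = 0.0542). It was called without naïve replicate 1 (adjusted p = 0.0134), iLarge T replicate 2 (0.0235) or iLarge T replicate 4 (0.0424), without dim probe sets (0.00834) and with low signals raised to the 40th percentile (0.0121). Il11, a cytokine of the interleukin 6 family, was at least 19.5-fold higher (adjusted p = 0.00371), a bound that was 12.2 without iLarge T replicate 2. Il34, a ligand of the macrophage colony-stimulating factor receptor, changed by 4.56 (standard error 0.88, adjusted p = 0.0176) and Il6, an inflammatory cytokine, by 5.28 (standard error 1.23, adjusted p = 0.0398). The call of Il34 was lost without naïve replicate 5 (0.0503) or iLarge T replicate 2 (0.0606) or 6 (0.101), and that of Il6 without naïve replicate 3 (0.0793) or 5 (0.105) or iLarge T replicate 2 (0.132), 4 (0.103) or 6 (0.164), given as adjusted p. The cytokine list lay 1.23 higher on the log2 scale on naïve replicate 1 than on the other naïve arrays. Of 26 ligands of the BMP and TGF-beta family, 2 rose, with Bmp2 among them (2 when adjusted over the list alone). This list was not called (adjusted p = 0.0669 by camera), but it was without naïve replicate 1 (0.0134) or iLarge T replicate 2 (0.0254), with low signals raised (0.0121), with the mean of the probe sets (0.0226) or the most variable one (0.0424), and, chosen after seeing the data, with the spike-in pairs as a block (0.0423). Genes of ECM-receptor interaction numbered 20, 6, 7, 7, 9 and 6 higher and 8, 1, 2, 1, 2 and 2 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn, collagens 11, 3, 3, 1, 4 and 1 higher and 2, 0, 0, 1, 1 and 2 lower, cytokines and chemokines 12, 3, 2, 4, 3 and 2 higher and 3, 0, 0, 0, 1 and 1 lower, and the BMP and TGF-beta ligands 4, 1, 2, 2, 1 and 1 higher.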

A very high Z-score was detected for genes targeting the extracellular region.

**Figure 5:**
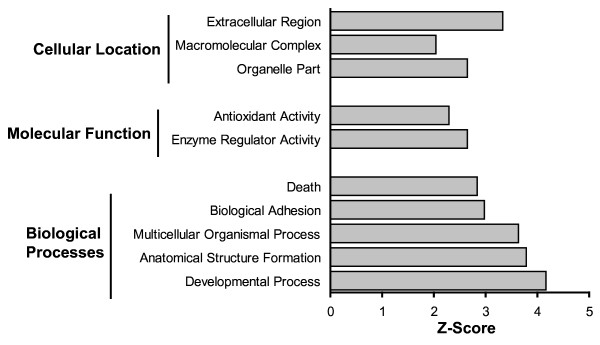
**Z-scores of gene ontology groups that changed in BMSC isolated from ischemic brain**.

Since previous reports suggest that stem cells likely exert their beneficial effects through the secretion of trophic factors that enhance brain repair[22]^, ^[23], we focused our analysis on the extracellular factors that exhibit altered expression in BMSC isolated from post-ischemic brains. Eighty extracellular factors were increased in iLarge T BMSC, compared to their naïve counterparts (Table S4, Additional file 4). 

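Several secreted factors of vessels and nerves rose in iLarge T BMSC, though most of those measured were not called. Pgf, placental growth factor, was at least 13.8-fold higher (adjusted p = 0.0117 from limma). Adm, which encodes the vasodilator adrenomedullin, rose by 5.07 on the log2 scale (standard error 1.00, adjusted p = 0.0196), and Angptl4, a secreted inhibitor of lipoprotein lipase that acts on vessels, by 5.46 (standard error 0.93, adjusted p = 0.00998). Of 27 angiogenic factors, 8 rose, none fell and 19 did not pass the test (15 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.85. The list was higher by camera (adjusted p = 1.51e-06), and had adjusted p = 0.0646, in a range of 8.50e-08 to 0.0646 over its alternatives, with an estimated correlation. Of 17 neurotrophic factors, 4 rose, 1 fell and 12 did not pass (7 higher and 1 lower when adjusted over the list alone; median 1.43, or 0.91 without dim probe sets and 0.39 with low signals raised to the 40th percentile). By camera this list was higher too (adjusted p = 0.0150), and had adjusted p = 0.148, in a range of 0.00504 to 0.148 over its alternatives, with an estimated correlation, 0.0817 without dim probe sets, 0.0728 with low signals raised to the 40th percentile and 0.0871 on linear signals. Those that rose were Olfm1, Gdnf, Igf2 and Vgf, the precursor of a neuropeptide, which was at least 5.07-fold higher (adjusted p = 0.0470), a bound that was 12.9 without iLarge T replicate 2 and 2.53 without iLarge T replicate 6. The one that fell was Ctf1, cardiotrophin 1, at -3.30 (standard error 0.77, adjusted p = 0.0395). Leaving out 1 array ended the call of Pgf without iLarge T replicate 2 (0.0662) or 6 (0.0799), of Adm without naïve replicate 3 (0.0728) or iLarge T replicate 2 (0.0761), 4 (0.0675) or 6 (0.0977), and of Angptl4 without iLarge T replicate 2 (0.0623), 4 (0.0544) or 6 (0.0557), given as adjusted p. It ended that of Vgf without naïve replicate 3 (0.101) or 5 (0.127) or iLarge T replicate 4 (0.193) or 6 (0.200) and that of Ctf1 without naïve replicate 3 (0.171) or 5 (0.129) or iLarge T replicate 4 (0.0638) or 6 (0.0594). Angiogenic factors numbered 15, 4, 5, 2, 4 and 4 higher and 1, 0, 0, 0, 0 and 0 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn, and neurotrophic factors 7, 3, 3, 4, 3 and 2 higher and 1, 0, 0, 1, 0 and 0 lower. The copy of Table S4 used held 79 of its 80 rows, so no test was run on it as a list. The plot of signals by array shows 8 secreted or membrane-bound factors.

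**Figure D1:**
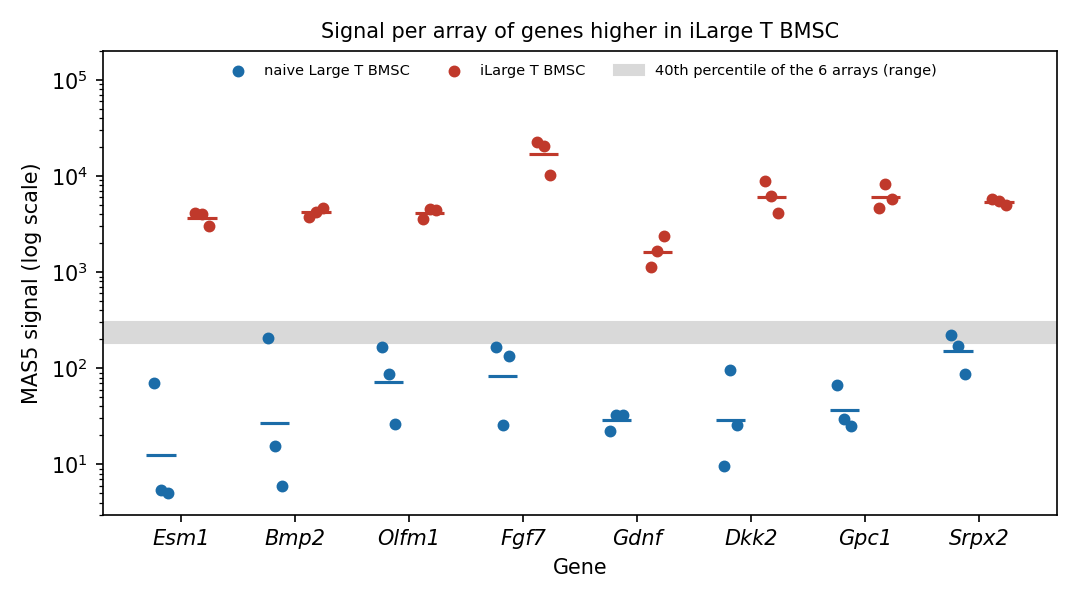
MAS5 signal (log scale, vertical axis) of 8 genes on each of the 3 naïve (blue) and 3 iLarge T arrays (red); each point is 1 array, each bar the mean of the log2 signals, and the gray band spans the 40th percentiles of the 6 arrays. All naïve points lie in or under the band, and all iLarge T points lie above it, from 1118 for Gdnf to 22784 for Fgf7.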

Among the extracellular factors affected, some have previously been reported as secreted by BMSC (red highlighting in Table S4, Additional file 4), while others (blue highlighting in Table S4, Additional file 4) have been associated with brain ischemia. A KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis was performed by setting the absolute Z-score above 2 and number of genes in a set as ≥ 10 (Figure 6). This analysis revealed an up-regulation in genes related to the mitogen-activated protein kinase (MAPK) and axon guidance pathways, and a down-regulation of genes in cell division-related pathways. 

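Most of the measured genes of DNA replication fell in iLarge T BMSC. The helicase subunits Mcm2 and Mcm5 had log2 fold changes of -3.93 (standard error 0.48, adjusted p = 0.00237) and -3.75 (standard error 0.34, adjusted p = 0.000675) from limma, the primase subunit Prim1 one of -3.61 (standard error 0.37, adjusted p = 0.00108), the polymerase subunit Pole one of -4.07 (standard error 0.75, adjusted p = 0.0138) and the histone chaperone subunit Chaf1b one of -4.10 (standard error 0.54, adjusted p = 0.00317). Of 35 measured genes of DNA replication, 24 fell and none rose (26 lower when adjusted over the list alone), with a median of -2.19. The list was lower by camera (adjusted p = 5.46e-26), and had adjusted p = 0.0646, in a range of 1.43e-41 to 0.0646 over its alternatives, with an estimated correlation. Of 118 cell cycle genes, 37 fell, 3 rose and 78 did not pass the test (43 lower and 5 higher when adjusted over the list alone; median -0.50, or -0.89 with the most variable probe set; adjusted p = 4.23e-10 by camera, and adjusted p = 0.108, in a range of 6.02e-13 to 0.108 over its alternatives, with an estimated correlation). Of 28 genes of pyrimidine synthesis, 7 fell, among them Tk1, thymidine kinase, by 3.39 on the log2 scale (standard error 0.47, adjusted p = 0.00410), and 1 rose (7 and 2 when adjusted over the list alone; adjusted p = 0.00438 by camera, and adjusted p = 0.102, in a range of 0.00139 to 0.102 over its alternatives, with an estimated correlation). Of 35 genes of purine synthesis, 5 fell and 4 rose (6 and 4 when adjusted over the list alone), and that list was not called (adjusted p = 0.164). Of 191 genes of MAPK signaling, 11 rose, 7 fell and 173 did not pass (18 and 11 when adjusted over the list alone). The median was 0.18, or 0.0902 without naïve replicate 1 and 0.0860 without naïve replicate 1 and iLarge T replicate 6, left out together after seeing the data, and camera did not call the list (adjusted p = 0.316). Its members that rose include Fgf13, Fgf7, Pdgfrb, the calcineurin-regulated transcription factor Nfatc4, at 4.60 (standard error 0.69, adjusted p = 0.00566), and Cacna2d1, a calcium channel subunit, at 5.95 (standard error 1.24, adjusted p = 0.0245). Cell cycle genes numbered 10, 1, 1, 2, 0 and 1 higher and 42, 18, 27, 23, 30 and 21 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn, pyrimidine genes 2, 1, 1, 1, 0 and 1 higher and 7, 4, 6, 6, 4 and 5 lower, purine genes 7, 1, 2, 1, 1 and 1 lower, and MAPK genes 20, 8, 8, 9, 7 and 8 higher and 16, 4, 3, 6, 3 and 3 lower. The call of Pole was lost without naïve replicate 3 (0.0629) or iLarge T replicate 6 (0.0528), and that of Cacna2d1 without iLarge T replicate 2 (0.106), 4 (0.109) or 6 (0.0943), given as adjusted p. From z-scores of the KEGG groups, the paper concludes that MAPK and axon guidance genes were up-regulated and cell division genes down-regulated.

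**Figure D2:**
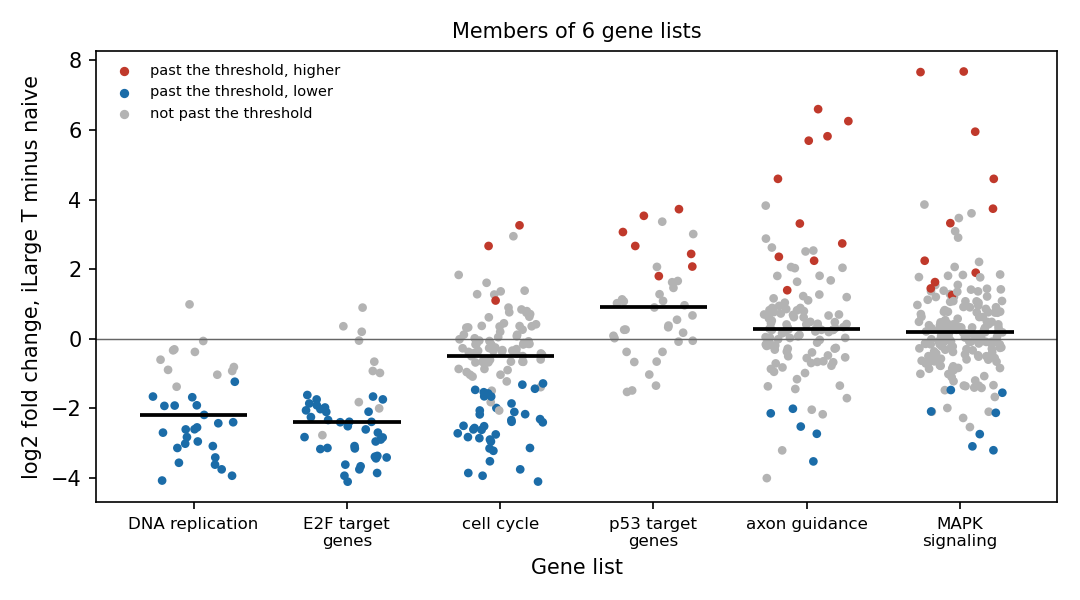
Log2 fold change, iLarge T minus naïve (vertical axis), of each measured member of 6 gene lists (horizontal axis); red and blue points passed the threshold as higher or lower, gray points did not, and black bars are medians. The first 3 medians and the last are -2.19 for DNA replication, -2.38 for E2F target genes, -0.50 for cell cycle and 0.18 for MAPK signaling.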

The KEGG diagram for axon guidance pathways in iLarge T BMSC were consistent with activation of a number of relevant genes, including Eph receptors (mediate neuronal branching), GTPase activators, and semaphorins (Figure 7).

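Lrrc4c, a netrin-G ligand of axons and synapses, and Sema7a, a membrane-anchored semaphorin that promotes axon growth, rose in iLarge T BMSC. Lrrc4c was at least 28.6-fold higher (adjusted p = 0.00534 from limma), and Sema7a had a log2 fold change of 5.69 (standard error 0.66, adjusted p = 0.00183). Cxcr4, the receptor of the chemokine CXCL12, was at least 6.23-fold higher (adjusted p = 0.0311), a bound that was 11.7 without iLarge T replicate 4 and 3.19 without iLarge T replicate 6. Of 117 measured genes of axon guidance, 10 rose, 5 fell and 102 did not pass the test (13 higher and 9 lower when adjusted over the list alone). Axon guidance genes numbered 18, 7, 7, 5, 5 and 7 higher and 7, 1, 1, 2, 3 and 2 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn. The others that rose were Robo1, Srgap3, Nfatc4, Gnai1, Unc5c, Rac3 and Sema3e, and those that fell were Sema3f, Sema3d, Met, Efna1 and Ephb3. Members outside the naming rule, Gnai1, Unc5c, Rac3, Sema3e, Sema3f, Met, Efna1 and Ephb3, were added after their values were seen. By camera, which sets the list against all other genes, it was not called (adjusted p = 0.117; adjusted p = 0.207, in a range of 0.0141 to 0.347 over its alternatives, with an estimated correlation). By fry, which asks whether the members move one way on balance, it was higher (adjusted p = 0.0141). The call of Cxcr4 was lost without naïve replicate 5 (0.0767) or iLarge T replicate 2 (0.113) or 6 (0.149), given as adjusted p.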

**Figure 6:**
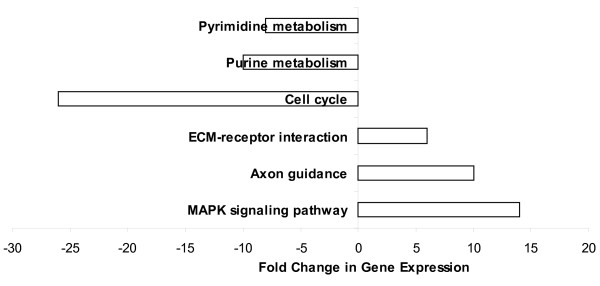
**Changes in KEGG pathways in BMSC isolated from ischemic brain**. Changes filtered for parameters Z-score > 2 and 10 or more changed genes in related group.

**Figure 7:**
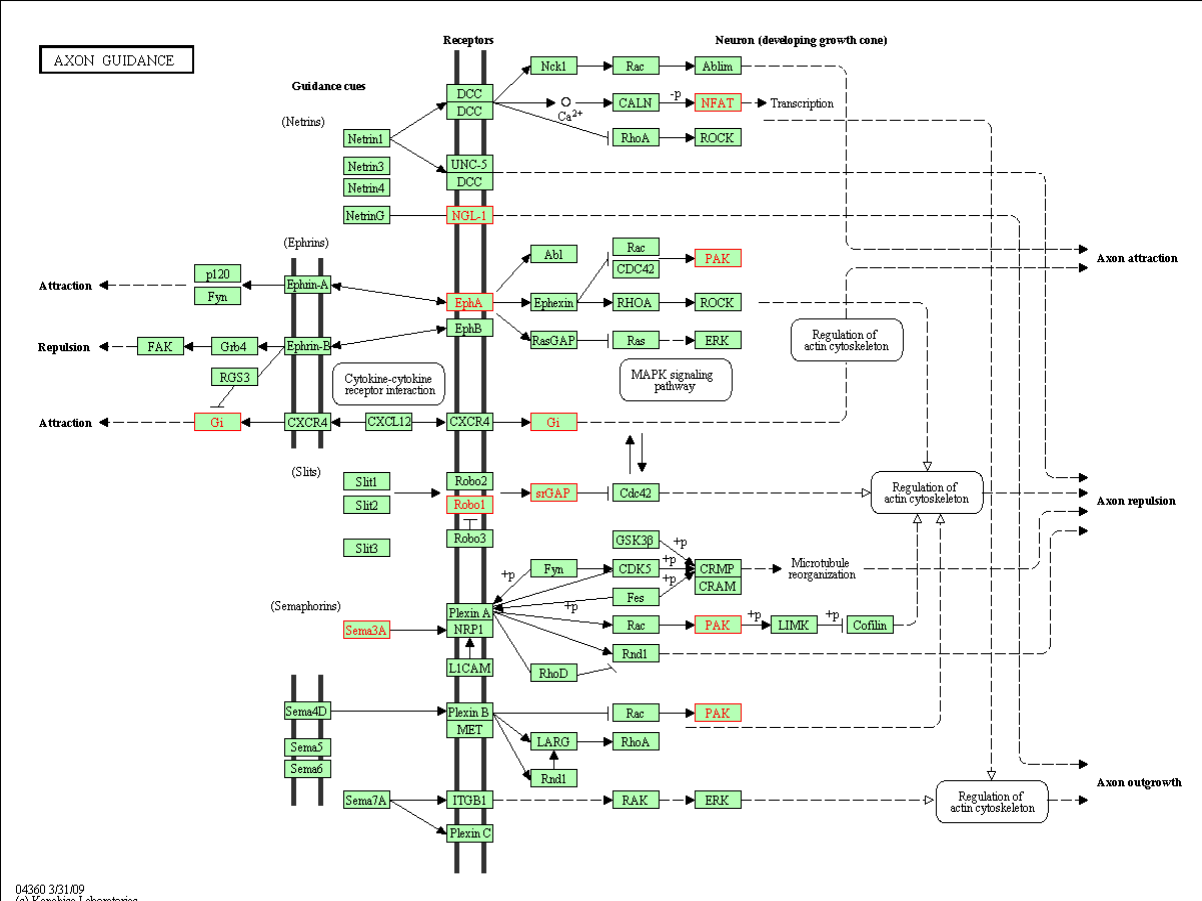
**Axon guidance KEGG pathway affected in BMSC isolated from ischemic brain**. Genes affected represented in red.

## Discussion

Stem cell therapy has received much attention as a potential post-injury intervention to repair stroke-damaged brain tissue. While there is limited clinical evidence that convincingly demonstrates stem cell mediated symptomatic relief in individuals who have suffered a stroke[24], animals studies suggest that stem cell therapy has the potential to reverse some of the behavioral deficits that result from ischemic stroke[1,3,4,25,26]. The success in animal models has led several laboratories to focus on potential mechanisms that may underlie the neuroprotective effects of stem cell therapy. A limitation of these mechanistic studies is an inability to isolate and characterize the population of stem cells that infiltrate post-ischemic brain tissue. Single cell isolation methods, such as laser capture, have provided some insights, but the low yield and poor survival of the recovered stem cells limits the utility of this approach. Here, we introduce a novel approach for selective isolation of BMSC from infarcted brain tissue. This approach yields viable infiltrating stem cells of sufficient number to allow for a detailed analysis of changes in gene expression.

Stem cells that infiltrate a brain infarct are believed to synthesize and secrete growth and guidance factors that are protective and orchestrate tissue recovery following stroke. However, the epigenetic changes that occur in these infiltrating stem cells due to environmental cues produced by the ischemic insult remain poorly understood. The identification of genes that exhibit significantly altered expression by protective tissue-infiltrating stem cells represents a powerful approach for discovery of factors produced by stem cells that enable them to mediate tissue restitution and repair following an ischemic stroke. 

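Fabp7, a fatty acid-binding protein of radial glia and Schwann cells, had a signal of 148 ± 108 (SD, n = 3) in naïve BMSC and 13193 ± 5388 (SD, n = 3) in iLarge T BMSC, a log2 fold change of 6.62 (standard error 0.56, adjusted p = 0.000581) from limma. Actg2, the smooth muscle gamma actin, changed by 5.69 (standard error 0.71, adjusted p = 0.00243), and Nefm, a neurofilament subunit, was at least 5.09-fold higher (adjusted p = 0.00693). Foxf2, a forkhead factor of pericytes, changed by 3.16 (standard error 0.39, adjusted p = 0.00233). Fabp7, Actg2 and Nefm are among 62 of 122 named genes whose call was kept in each fit without 1 array and under the other alternatives run gene by gene that estimate the spread with limma's intensity trend. The test against a 2-fold change was run on counts of probe sets alone. The RNA was taken after the recovered cells had been grown in culture.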

Our analysis revealed that the expression of a large number of genes is dramatically and persistently increased in BMSC harvested from the ischemic infarct, when compared to their 'naïve' (non-migrated) precursors. Interestingly, many of the genes whose messages were most dramatically increased (> 100 fold) appear to play important roles in neural patterning, remodeling, adhesion and angiogenesis. 

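Upk3b, Bnc1 and Gpm6a fell by over 100-fold in iLarge T BMSC (at least 203-fold, or 315 without naïve replicate 1, at least 119-fold, and 169-fold), and Elobl and Crct1 rose by as much (138-fold and 123-fold), with signals under the 40th percentile of an array raised to it. Measured folds without that floor, or lower bounds for genes near background, were over 100 for 9 genes that rose and 4 that fell. Fitted folds of genes near background in a group are not counted, such as 530 for Khdrbs3, higher, and 115 for Nxph1, lower. The other 7 that rose had naïve signals under the 40th percentile on 1 or 2 of 3 arrays, and their fitted folds are set in part by background. With the floor they were 33.9-fold for Apod, a lipid carrier secreted by glia and fibroblasts, 51.4-fold for Itga8, 47.1-fold for Cd53, a tetraspanin of leukocytes, 26.5-fold for P2ry14, a receptor for UDP-glucose, 60.8-fold for Tcfl5, 31.3-fold for Gm2115 and 35.9-fold for Lyz1, whose signal was 91309 on iLarge T replicate 6 against 1706 and 4476 on the others. Wt1 was 30.3-fold lower with the floor. Leaving out 1 array ended the call of Lyz1 without naïve replicate 3 (0.0830) or 5 (0.0720) or iLarge T replicate 4 (0.0800) or 6 (0.112), of Wt1 without naïve replicate 3 (0.0531), of Apod without iLarge T replicate 2 (0.0658) or 6 (0.0675), of P2ry14 without iLarge T replicate 2 (0.0889) or 6 (0.102) and of Gm2115 without iLarge T replicate 2 (0.0733), 4 (0.0540) or 6 (0.0650), given as adjusted p. Apod, Cd53, P2ry14, Tcfl5, Crct1, Elobl and Gm2115 were chosen after their values were seen. Of genes with a ratio over 100 in Tables S2 and S3, 20 were measured. The median ratio of their linear mean signals was 156, and 27.9 when signals under the 40th percentile of an array were raised to it, with 4 genes still over 100-fold. Fgf7 was at least 76.9-fold and Foxd1, Gpc1, Dkk2, Tafa5, Snap91 and Fgf13 were likewise known only by bounds under 100-fold. On iLarge T replicate 6, the microglia and macrophage list, to which Cd53 and Lyz1 do not belong, lay 4.59 above the other iLarge T arrays on the log2 scale.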

Many other genes not previously associated with neuroprotection were also dramatically increased and these genes may play important supporting roles in tissue recovery from stroke.

Different mechanisms have been proposed to explain the improved neurological outcome following stem cell treatment, including trans-differentiation into neural lineages, cell fusion, and neuroprotection through trophic support. A role for neuroprotection mediated by released trophic factors is supported by reports that describe the wide array of neuroprotective factors released from stem cells that could lead to improved neurological outcome after stroke by promoting physiological responses such as angiogenesis and/or neurogenesis, and inhibition of scar formation. More direct support is provided by Qu and coworkers[7], who identified, using gene microarray, the factors secreted by BMSC after exposure to ischemic brain extract. Their comparison of the gene expression profiles between naive BMSC and ischemic extract-exposed BMSC revealed an intense up-regulation of genes that encode extracellular factors, such as fibroblast growth factor-2, epidermal growth factor, nerve growth factor-beta, insulin-like growth factor 1, VEGF-A, transforming growth factor, beta 1, and brain derived neurotrophic factor[7]. Our analysis of BMSC that infiltrate post-ischemic brain tissue demonstrated gene activation for most of the same trophic agents (Table S4, Additional file 4). 

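Of 6 measured trophic factors that the paper names from extract-exposed BMSC, none was called higher or lower by limma, by either form of the methods' t-test or when adjusted over the list alone, and 3 had an unadjusted p under 0.05. Fgf2, basic fibroblast growth factor, which the abstract lists as increased, had a log2 fold change of 1.42 (standard error 0.44, adjusted p = 0.108). That of Bdnf was positive and that of Igf1, insulin-like growth factor 1, was -0.98 (standard error 0.40, adjusted p = 0.230). At its other probe sets Igf1 was at -0.94, -0.21 and 0.35, and none of these was called. Egf, epidermal growth factor, was at -0.21 (standard error 0.79, adjusted p = 0.935), with overlapping arrays. Bdnf was called without naïve replicate 1 (log2 fold change 2.20, adjusted p = 0.00334), the array with the highest naïve signal of it, 31659 against 6356 and 6740.0. The list had a median of 0.93, or 0.0884 without naïve replicate 1 and 0.22 without naïve replicate 1 and iLarge T replicate 6, left out together after seeing the data. In the fit without both arrays, 2 members were called higher and 0 lower. The list was not called by camera (adjusted p = 0.332), while fry called it higher (adjusted p = 0.0170). The paper takes these factors from an earlier study and refers to them in a statement on these arrays, so the list is not independent of that statement.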

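Vegfa, the main growth factor of vessel endothelium, had a signal of 6178 ± 4519.9 (SD, n = 3) in naïve and 10196 ± 3969 (SD, n = 3) in iLarge T BMSC, a log2 fold change of 1.14 (standard error 0.69, adjusted p = 0.457) from limma. Vegfc, a growth factor of lymphatic vessels, was at 5.03 (standard error 1.64, adjusted p = 0.13), with naïve signals of 1827, 107 and 5.20 on replicates 1, 3 and 5. Tgfb1, transforming growth factor beta 1, was at 0.71 (standard error 0.65, adjusted p = 0.657). At the brightest probe set of each gene, used here, the arrays of the groups overlapped for Vegfa and Tgfb1, and not for Vegfc. They did not overlap at the second probe set of Vegfa, and did at the other 2 of Vegfc. Without naïve replicate 1, Vegfc was called (log2 fold change 7.12, adjusted p = 0.00275).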

In our study, the expression of VEGF-A, VEGF-C and TGF-beta were all increased in BMSC isolated from post-ischemic brains, but these responses did not reach statistical significance in the microarray assay. However, consistent with previous reports[27], we found that angiopoietin-1 and 4 were highly expressed in BMSC isolated from post-ischemic brains. Hence, our results provide strong support for the contention that within the post-ischemic environment, BMSC release angiogenic and neurotrophic factors that may mediate the neuroprotection observed following stem cell therapy.

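Angpt1 and Angpt4 encode angiopoietins, ligands of the endothelial receptor Tek. Angpt1 has 2 probe sets. At the dimmer by mean log2 signal over all arrays it was at least 4.50-fold higher in iLarge T BMSC (adjusted p = 0.0394 from limma). At the brighter it had a log2 fold change of 3.21 (standard error 1.21, adjusted p = 0.192), which was not called. On the iLarge T arrays alone the called probe set had the higher mean signal, 1016 against 484. Angpt4 had signals of 183 ± 116 in naïve and 1239.5 ± 356 in iLarge T BMSC (SD, n = 3) at 1 of its 2 probe sets, a log2 fold change of 3.04 (standard error 0.76, adjusted p = 0.0512) with no overlap of the arrays, and 3.59 (standard error 1.01, adjusted p = 0.0803) at the other. Neither was called. The call of Angpt1 was lost without naïve replicate 3 (0.118) or 5 (0.0933) or iLarge T replicate 2 (0.138), 4 (0.159) or 6 (0.115), given as adjusted p. Without naïve replicate 1, Angpt1 at its brighter probe set (adjusted p = 0.0208) and Angpt4 (adjusted p = 0.0182) were called.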

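Ddr2, a receptor tyrosine kinase for fibrillar collagen, rose in iLarge T BMSC at both of its probe sets. At 1 of them the signal was 327 ± 286 (SD, n = 3) in naïve and 10161 ± 387 (SD, n = 3) in iLarge T BMSC, a log2 fold change of 5.31 (standard error 0.54, adjusted p = 0.00108) from limma. At the other the signals were 133 ± 102 and 15256 ± 2320.2 (SD, n = 3), a log2 fold change of 7.53 (standard error 0.86, adjusted p = 0.00162), or 185-fold, and 279-fold, 79.1-fold and 287-fold without naïve replicates 1, 3 and 5 in turn. These folds are set in part by background, since the naïve signals lay under the 40th percentile on 2 of 3 arrays, and with low signals raised to it the fold was 67.9. The naïve arrays gave 186, 14.9 and 197, and the ratio of the linear means was 115.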

Ddr2 (CD167b), a collagen adhesive receptor that participates in matrix integrin signaling[28], was increased 145-fold over naïve BMSC in our study, suggesting that Ddr2 matrix signals may contribute to post-stroke remodeling. ZIC-3 (Zinc finger protein-3) message was increased 26-fold over naïve BMSC. ZIC-3, a member of the C2H2-type zinc finger protein family, is a nuclear transcription factor that functions in left-right body axis alignment, and is a 'pluripotency' factor expressed during cell regeneration[29]. Zic3 also interacts with BMP and FGF signaling to direct neural cell programming[30]. We also found that infiltrating BMSC expressed 195-fold more cytokine receptor-like factor-1 (Crlf-1, cytokine-like factor 1, CLF-1, CRLM-3, cytokine receptor like molecule 3, NR6) transcript than naïve BMSC. CRLF1 forms a heterodimeric complex with cardiotrophin-like cytokine factor 1 (CLC-1), and the Crlf-1/CLC-1 heterodimer competes with ciliary neurotrophic factor for binding to the ciliary neurotrophic factor receptor (CNTFR) complex. CrLF-1 is a cytokine ligand related to IL-12 that supports differentiation and survival of a wide range of neural cell types during embryonic development and in adult neural tissues[31]. CrLF-1 mRNA is up-regulated by inflammatory cytokines e.g. TNF-α, IL-6, and IFN-γ which are elevated in post-ischemic brain tissue[32].

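Tafa5 encodes a small secreted protein of the nervous system. Its signal at 1 of 2 probe sets was 33.7 ± 7.96 (SD, n = 3) in naïve BMSC, near background, and 5548 ± 1612 (SD, n = 3) in iLarge T BMSC, at least 24.6-fold higher (adjusted p = 0.000467 from limma). The ratio of the linear means was 164. The other probe set gave a log2 fold change of 3.73 (standard error 0.94, adjusted p = 0.0531) and was not called.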

Expression of FAM19A5 (also 'TAFA5') transcript was elevated 164-fold in brain penetrating BMSC, compared to naïve BMSC. FAM195 is a novel neuropeptide that is highly expressed in the CNS, particularly in hypothalamic paraventricular nuclear vasopressin and oxytocin cells[33]. FAM19a5 has been proposed to regulate brain fluid balance, and elevated levels of TAFA5 may thus help to control cerebral edema after stroke. Brain penetrating stem cells were found to express 101-fold more transcript for osteopontin (OPN) compared to naïve BMSC. OPN and thrombin generated OPN-peptides have all been shown to confer protection in stroke models[34,35]. Bayless has reported that OPN interacts with αvβ3 integrin and binds endothelial and smooth muscle cells in an RGD motif dependent manner[36]. OPN binding to α4β1 integrin has been implicated in the organization of endothelial cells in the developing vasculature, the extravasation of immune cells into tissues, and the emigration of neuroblasts[37]. Fibroblast growth factor-7 (FGF7 or KGF), which was increased 173-fold in our study, is known to mediate cell proliferation and motility, protect against cell death,[38] and has been shown to limit ischemia-induced neuronal death[39]. 

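Fgf7 has 2 probe sets that rose alike. At the dimmer its signal was 80.7 ± 51.7 (SD, n = 3) in naïve BMSC, near background, and 13989 ± 4712 (SD, n = 3) in iLarge T BMSC, at least 61.1-fold higher (adjusted p = 0.000509 from limma). At the brighter the iLarge T arrays gave 22784, 20567 and 10142. Of 22 measured members of the fibroblast growth factor family, 2 rose and none fell (3 higher and 1 lower when adjusted over the list alone). Those that rose were Fgf7 and the homolog Fgf13, which stays inside the cell. The median log2 fold change of the family was -0.0124 and the mean 0.40, and the median lay at -0.41 to 0.68 over its alternatives. Members called numbered 1, 0, 0, 1, 0 and 0 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn. By camera the list was not called (adjusted p = 0.625), and fry, which tests for movement one way, called it higher (adjusted p = 0.0420).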

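Olfm1 also rose at the other 2 of its 3 probe sets. At the first of these it was at least 6.91-fold higher in iLarge T BMSC (adjusted p = 0.0169 from limma), and at the last at least 6.65-fold higher (adjusted p = 0.0193). The ratio of the linear mean signals was 44.7 at the brightest probe set and 18.5 and 23.3 at these, with naïve signals near background at each.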

We also found a 44-fold increase in olfactomedin-1 (Olfm1), which has been implicated in neuronal differentiation, axon extension and cell survival[40].

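Ror2, a receptor tyrosine kinase for Wnt5a, was at least 3.97-fold higher in iLarge T BMSC (adjusted p = 0.0105 from limma). Of 54 measured Wnt ligands, receptors and secreted modulators, 11 rose, 3 fell and 40 did not pass the test (15 higher and 4 lower when adjusted over the list alone). Those that rose include the secreted inhibitors Wif1 and Sfrp1, the Dickkopf family protein Dkk3, the ligand Wnt2 and the agonist Rspo2. The heparan sulfate proteoglycans Gpc1 and Gpc4 rose as well, and the members that fell were Sfrp2, Gpc3 and Fzd4. Sfrp1, Wnt2, Rspo2, Gpc4, Sfrp2, Gpc3 and Fzd4 were chosen after their values were seen. Wnt genes numbered 15, 9, 10, 7, 7 and 9 higher and 6, 3, 3, 2, 3 and 3 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn. The median log2 fold change was 0.88, or 0.59 without naïve replicate 1, 0.58 without naïve replicate 3, 0.45 on linear signals, 0.31 with low signals raised to the 40th percentile and 0.47 with the mean of the probe sets, and 0.55 with genes near background at their bound. By camera the list was higher (adjusted p = 0.00713), a call lost at adjusted p = 0.102, in a range of 6.49e-05 to 0.102 over its alternatives, with an estimated correlation and at 0.0534 or 0.0547 with the most variable probe set or the mean of the probe sets of each gene. Without naïve replicate 1 and iLarge T replicate 6, left out together after seeing the data, it was lost as well (adjusted p = 0.0677). The call of Ror2 was lost without iLarge T replicate 2 (0.0577) or 4 (0.0510), given as adjusted p.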

Several genes that are linked to the Wnt signaling pathway were also profoundly upregulated in infiltrating BMSC. Glypican-1 (a GPI-anchored heparin sulfate proteoglycan) which interact with and suppresses hedgehog, stimulates the Wnt pathway, and binds BMP and FGF[41], exhibited a 155-fold increase. 

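Gpc1 is a heparan sulfate proteoglycan covered by 1 probe set. Its signal was 40.3 ± 22.7 (SD, n = 3) in naïve BMSC, near background on all 3 arrays, and 6265 ± 1819 (SD, n = 3) in iLarge T BMSC, at least 27.9-fold higher (adjusted p = 0.000485 from limma). The ratio of the linear means was 155.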

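Dkk2 and Dkk3, secreted proteins of the Dickkopf family, rose in iLarge T BMSC, and the family's Wnt antagonist Dkk1 was not called. Dkk2 had a signal of 43.9 ± 46.4 (SD, n = 3) in naïve BMSC, near background, and 6399 ± 2416 (SD, n = 3) in iLarge T BMSC, at least 27.9-fold higher (adjusted p = 0.00133 from limma), with a ratio of linear means of 146. Dkk3 rose by 5.01 on the log2 scale (standard error 0.65, adjusted p = 0.00289). Dkk1 had signals of 161 ± 125 and 117 ± 27.8 (SD, n = 3), with no call (adjusted p = 0.997). Its log2 fold change was 0.0110 at the brighter of its 2 probe sets, and both groups were near background at the other.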

Dickkopf-2 (DKK2) expression was elevated 145-fold. Its homologue, Dickkopf-1 is a Wnt antagonist that contributes to neuronal apoptosis following brain ischemia[42]; DKK1 has been described as a target for treatment in neurodegenerative disorders e.g. beta-amyloid deposition, epilepsy, excitotoxicity. While DKK-1, (and Dkk4) block Wnt signaling, DKK2 and DKK3 do not,[43] and in some systems DKK2 actually synergizes with Wnt signals[44,45]. Therefore, in the setting of stroke recovery, elevated levels of secreted DKK2 might limit neuronal apoptosis to preserve neuron survival and improve tissue integrity.

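Srpx2 had a signal of 161 ± 68.0 (SD, n = 3) in naïve BMSC, under the 40th percentile on all 3 arrays, and 5417 ± 391 (SD, n = 3) in iLarge T BMSC, at least 24.7-fold higher (adjusted p = 0.000675 from limma). The iLarge T arrays gave 5721, 5554 and 4975, and the ratio of the linear means was 33.7.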

Sushi-repeat containing protein (SRPX2), a ligand for urokinase-type plasminogen activator that interacts with cathepsins B and ADAMTS4 to control extracellular matrix remodeling[46], was elevated 33-fold in infiltrating BMSC compared naïve BMSC. SRPX2 participates in cell migration and adhesion through regulation of FAK phosphorylation[47]. It also contributes to the modulation of endothelial remodeling in angiogenesis[48], which may be a factor in the enhanced cerebral angiogenesis that is associated with stem cell therapy in ischemic brain disorders.

Several gene messages were found to be highly suppressed in BMSC isolated from the ischemic brain. Among these, basonuclin (Bnc1), a zinc-finger protein that is highly expressed in early keratinocytes[49], was down regulated 523-times. 

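Several genes that mark mesothelium, the lining of body cavities, fell in iLarge T BMSC. Of 27 measured mesothelial markers, 11 fell, 1 rose and 15 did not pass the test (13 lower and 2 higher when adjusted over the list alone), with a median log2 fold change of -1.73. Wt1, a zinc finger transcription factor of mesothelium and kidney, had a log2 fold change of -6.98 (standard error 1.18, adjusted p = 0.00998) from limma and Lrrn4, a neuronal and mesothelial membrane protein, one of -6.45 (standard error 1.18, adjusted p = 0.0138). Nxph1, a secreted ligand of neurexins that is not in the list, was at least 29.9-fold lower (adjusted p = 0.0170), a bound that was 93.0 without naïve replicate 1, 16.6 without naïve replicate 3 and 17.3 without naïve replicate 5, with signals of 762, 23846 and 22057 on naïve replicates 1, 3 and 5. The 1 member that rose was Aldh1a2, which makes retinoic acid, at 3.30 (standard error 0.70, adjusted p = 0.0275). Mesothelial markers numbered 1, 0, 0, 0, 1 and 0 higher and 15, 6, 7, 8, 10 and 8 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn. The list was lower by camera (adjusted p = 2.45e-07), and had adjusted p = 0.0501, in a range of 3.52e-10 to 0.0501 over its alternatives, with an estimated correlation. It was written after the gene symbols of Tables S2 and S3 had been read, 7 of its members stand in Table S2, and it is therefore not independent evidence. The call of Aldh1a2 was lost without naïve replicate 3 (0.0884) or 5 (0.0839) or iLarge T replicate 2 (0.0716) or 6 (0.0829), given as adjusted p.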

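Bnc1, a zinc finger protein of epithelial and germ cells, was near background on all 3 iLarge T arrays. Its signal was 29480.0 ± 2240.1 (SD, n = 3) in naïve and 56.3 ± 48.7 (SD, n = 3) in iLarge T BMSC, at least 119-fold lower (adjusted p = 0.000219 from limma). The iLarge T arrays gave 31.0, 25.4 and 112, and the ratio of the linear means, naïve over iLarge T, was 524.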

Down-regulation of this message may indicate a change in cell lineage fate within the ischemic environment. Glycoprotein m6a (Gpm6a) expression (reduced 157-fold) is associated with neuronal development and migration, and high levels of Gpm6a in stem cells has been linked to enhanced neuronal cell differentiation and migration[50]. 

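Gpm6a, a membrane glycoprotein of neurons that mesothelial cells also express, had the smallest adjusted p of all genes in limma's test. At the brighter of its 2 probe sets the signal was 74990.0 ± 10850.0 (SD, n = 3) in naïve and 477 ± 237 (SD, n = 3) in iLarge T BMSC, a log2 fold change of -7.40 (standard error 0.35, adjusted p = 7.05e-05), or 169-fold. At the other it was -7.59 (standard error 0.56, adjusted p = 0.000361).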

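Brca1, a DNA repair protein whose transcript rises in cycling cells, fell in iLarge T BMSC at 3 of its 4 probe sets. At the brightest the signal was 3669.7 ± 199 (SD, n = 3) in naïve and 575 ± 323 (SD, n = 3) in iLarge T BMSC, a log2 fold change of -2.83 (standard error 0.45, adjusted p = 0.00764) from limma. At 2 others the iLarge T arrays were near background, and Brca1 was at least 3.79-fold lower (adjusted p = 0.00969) and at least 5.41-fold lower (adjusted p = 0.00955). The remaining probe set gave -1.03 (standard error 0.86, adjusted p = 0.620) and was not called. The first of these 2 calls of Brca1 was lost without naïve replicate 3 (0.0580) or 5 (0.0557), given as adjusted p. The ratio of linear means, naïve over iLarge T, was 34.9 and 18.7 at these 2 probe sets and 6.39 at the brightest.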

We also noted a 34-fold suppression of breast cancer 1 gene (Brca1), a nuclear phosphoprotein that plays a role in maintaining genomic stability and in tumor suppression. Brca1 has been implicated in preventing apoptosis in early neuronal progenitors[51] and its expression in adult life is associated with Alzheimer's disease[52]. Smpd3 (reduced 24-fold) catalyzes the hydrolysis of sphingomyelin to form ceramide and phosphocholine. 

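Smpd3, the neutral sphingomyelinase 2, fell in iLarge T BMSC at all 3 of its probe sets. The log2 fold change was -4.62 (standard error 0.34, adjusted p = 0.000361), -4.44 (standard error 0.39, adjusted p = 0.000610) and -4.27 (standard error 0.74, adjusted p = 0.0109), by limma. At the probe set named first the signal was 11047 ± 2298 (SD, n = 3) in naïve and 456 ± 146 (SD, n = 3) in iLarge T BMSC, or 24.6-fold.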

Ceramide mediates apoptosis and regulates the cell cycle by acting as a growth suppressor in confluent cells. Smpd3 also mediates cellular responses to IL-1ß and TNFα [53]. Tetraspanin 8 (Tspan8 or Tm4sf3) (reduced 23-fold), a member of the transmembrane 4 superfamily, is known to mediate signal transduction events that contribute to the regulation of cell development, activation, growth and motility[54]. 

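Tspan8 fell in iLarge T BMSC at 1 of its 5 probe sets, the brightest. Its signal there was 2940.3 ± 273 (SD, n = 3) in naïve and 127 ± 101 (SD, n = 3) in iLarge T BMSC, a log2 fold change of -5.36 (standard error 1.03, adjusted p = 0.0169) from limma, or -3.56 with low signals raised to the 40th percentile. The other probe sets were not called. The most significant of these gave -2.73 (standard error 0.85, adjusted p = 0.113), and 1 probe set had a positive value, 3.37 (standard error 1.29, adjusted p = 0.201), with overlapping arrays. The call was lost without naïve replicate 3 (0.0772) or 5 (0.0671), given as adjusted p.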

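Rfc4, a subunit of the clamp loader that places PCNA on DNA, fell in iLarge T BMSC at both of its probe sets. At the brighter the signal was 15780.0 ± 1696 (SD, n = 3) in naïve and 1862 ± 169 (SD, n = 3) in iLarge T BMSC, a log2 fold change of -3.08 (standard error 0.24, adjusted p = 0.000459) from limma, and at the other it was -3.28 (standard error 0.29, adjusted p = 0.000610), or 9.73-fold. The other clamp loader subunits measured also fell, as Rfc1, Rfc2, Rfc3 and Rfc5 were all called lower. They were chosen after their values were seen.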

Replication factor C (Rfc4) (9-fold reduction), which is required in the elongation of primed DNA templates by DNA polymerase δ and DNA polymerase ε[55], is believe to ensure error-free proliferation of stem cells at early phases of cell growth.

Astrocytes form glial scars along ischemic lesions and produce proteoglycans that inhibit axonal growth[56]. Suppression of inhibitory factors by cell-based therapies leads to axonal growth that correlate with improved functional outcome after stroke[57]. For example, it has been reported that bone-marrow mesenchymal cells reduce the expression of axonal-growth inhibitory proteins that are released by astrocytes, thereby allowing axon formation in the ischemic brain[58]. In our study, BMSC harvested from post-ischemic brain tissue exhibited a persistent and altered expression of several of genes that have been implicated in the regeneration and guidance of axons (Figure 7). Among these genes, Robo-1, EphA4, Pak1 and SLIT-Robo RhoGTPase activating protein exhibited the most significant up-regulation, while the expression of semaphorin 3D and ephrin-B1 were significantly reduced. These findings support the role of BMSC re-programming in axon formation and guidance following ischemic stroke.

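Robo1, the axon receptor of Slit proteins, was at least 6.23-fold higher in iLarge T BMSC (adjusted p = 0.0142 from limma), with naïve signals near background. At another of its 3 probe sets it was at least 1.49-fold higher (adjusted p = 0.0478). The remaining probe set gave a log2 fold change of -1.45 (standard error 1.04, adjusted p = 0.547) and was not called. Srgap3, a Rac GTPase-activating protein that acts below Robo receptors, rose by 2.74 on the log2 scale (standard error 0.46, adjusted p = 0.00976), from a signal of 402 ± 148 to 2615 ± 779 (SD, n = 3). Sema3d, a secreted semaphorin, fell by 2.14 (standard error 0.30, adjusted p = 0.00429). Epha4, an ephrin receptor that repels axons, was not called at any of its 5 probe sets. At the probe set with the smallest p its log2 fold change was 5.62 (standard error 1.44, adjusted p = 0.0573), with naïve signals of 1258, 8.37 and 46.6 on replicates 1, 3 and 5 and 3891 ± 181 (SD, n = 3) in iLarge T BMSC. Efnb1, ephrin B1, was not called at any of its 3, and the 1 with the smallest p gave -1.26 (standard error 0.33, adjusted p = 0.0654). At its brightest probe set Epha4 was called without naïve replicate 1 (log2 fold change 5.51, adjusted p = 0.00898). The call of Robo1 was lost without iLarge T replicate 2 (0.0673), 4 (0.0860) or 6 (0.0623) and that of Srgap3 without iLarge T replicate 4 (0.0688), given as adjusted p. The second probe set of Srgap3 gave -0.75 (standard error 1.22, adjusted p = 0.826).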

Several studies suggest that stem cells can also attenuate immune responses of the host[59-61]. Supporting this view are changes in gene expression related to immune processes in human BMSC transplanted into the mouse hippocampus 1 day after global ischemia[9]. The transplanted BMSC exhibited a change in gene ontology groups for carbohydrate binding, cell adhesion, basement membrane as well as antigen presentation and processing. 

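Some genes of the interferon response and of antigen presentation were lower in iLarge T BMSC, and most of those measured were not called. Psmb9, an immunoproteasome subunit, had a log2 fold change of -3.78 (standard error 0.62, adjusted p = 0.00877) from limma. H2-K1, a class I histocompatibility antigen, was at -2.74 (standard error 0.49, adjusted p = 0.0125), and the peptide transporter Tap1 at -2.05 (standard error 0.41, adjusted p = 0.0195). Ccl5, a chemokine of T cells and monocytes, was at least 5.33-fold lower (adjusted p = 0.0196), and Oasl1, an interferon-induced inhibitor of translation, at least 4.81-fold lower (adjusted p = 0.0201). Of 43 measured interferon-stimulated genes, 6 fell, none rose and 37 did not pass the test (14 lower when adjusted over the list alone), with a median of -1.66, or -0.73 without naïve replicate 1 and -1.09 without iLarge T replicate 2. The list was lower by camera (adjusted p = 2.45e-07, and 0.0134 without naïve replicate 1), and had adjusted p = 0.405, in a range of 4.60e-11 to 0.405 over its alternatives, with an estimated correlation and 0.156 by fry. Of 27 genes of antigen presentation, 5 fell, none rose and 22 did not pass (9 lower when adjusted over the list alone). The median was -0.66 (adjusted p = 0.00587 by camera), or -0.27 without iLarge T replicate 2 and -1.02 without naïve replicate 1 and iLarge T replicate 6, left out together after seeing the data. The call was lost at adjusted p = 0.405, in a range of 0.000114 to 0.405 over its alternatives, with an estimated correlation, and with statistics of the t-test on log2 values (0.0994) and by fry (0.128). The interferon list lay 2.56 higher on the log2 scale on naïve replicate 1 than on the other naïve arrays and 0.96 higher on iLarge T replicate 6 than on the other iLarge T arrays. Its members called numbered 1, 0, 0, 0, 0 and 0 higher and 7, 2, 2, 4, 2 and 2 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn, and those of antigen presentation 1, 0, 0, 0, 0 and 0 higher and 7, 1, 2, 2, 1 and 7 lower. The calls of H2-K1, Tap1, Ccl5 and Oasl1 were lost in at least 1 fit without an array. They were lost without naïve replicate 3 (0.0549) or iLarge T replicate 2 (0.0676) or 4 (0.0689) for H2-K1, naïve replicate 3 (0.0852) or 5 (0.0779) or iLarge T replicate 2 (0.0538) or 4 (0.0816) for Tap1, naïve replicate 3 (0.112) or 5 (0.0844) or iLarge T replicate 2 (0.0566) or 6 (0.0633) for Ccl5 and naïve replicate 3 (0.0966) or 5 (0.0709) or iLarge T replicate 4 (0.0636) or 6 (0.0518) for Oasl1, given as adjusted p.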

The results of our analysis suggest that the changes in immune-related gene processes were small in the BMSC that infiltrate ischemic brain tissue, particularly in comparison with the responses noted for genes related to axon guidance, MAPK pathway and the cell cycle. While an explanation for the different gene expression responses between the two studies is not readily apparent, it may result from differences in ischemic model, route of administration of BMSC, and/or brain region studied.

## Conclusions

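Of 31 measured genes in a list drawn from the results, Figure 3 and the discussion, 14 rose, 8 fell and 9 did not pass the test in iLarge T BMSC (19 higher and 8 lower when adjusted over the list alone). The list leaves out some genes that the discussion names from other studies or as background, among them Egf, Igf1 and Bdnf, which were measured and not called. It keeps Dkk1 and Dkk3, which the paper names only as background, and Fgf2. The discussion names Fgf2 from another study, but the abstract lists it as increased in this one. The study chose the other members on these arrays, so the count is not independent evidence. Those that rose are the secreted or membrane-bound factors Esm1, Bmp2, Fgf7, Olfm1, Tafa5, Srpx2, Gpc1, Dkk2 and Dkk3, the receptors Ddr2 and Robo1, the oxidase Nox4, the phosphodiesterase Pde10a and Srgap3. Those that fell are Bnc1, Gpm6a, Tspan8, Smpd3, Sema3d and the division-related Ccnb2, Rfc4 and Brca1. Those not called at the probe set with their highest mean log2 signal are Angpt1, Angpt4, Vegfa, Vegfc, Tgfb1, Fgf2, Dkk1, Epha4 and Efnb1. Of these, Angpt1 was called at its other probe set. The list as a whole was higher by camera (adjusted p = 0.00318 from limma; adjusted p = 0.207, in a range of 0.000199 to 0.207 over its alternatives, with an estimated correlation and 0.0608 on linear signals).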

In conclusion, using a novel approach for BMSC isolation from postischemic brain tissue, we found that BMSC assume a new and very different genetic profile that favors the secretion of numerous extracellular factors into ischemic brain tissue that have the potential to facilitate neuroprotective responses such as angiogenesis, and axonal guidance and regeneration. Our findings may help to explain the neuroprotective effects previously proposed for stem cells in ischemic stroke.

## Competing interests

All authors declare no conflict of interest. This work was supported by a grant from the National Heart Lung and Blood Institute (R01 HL26441-29).

## Authors' contributions

GY designed the study, performed animal and cell culture experiments, analyzed data, and wrote the paper. JSA generated H-2Kb-tsA58 stem cells, analyzed gene array data and wrote the paper. CEY performed immunohistochemistry and flow cytometry. DNG designed the study, provided lab facilities, helped to interpret data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. RT PCR primers Click here for file

Additional file 2 **Table S2**. Down-regulated transcripts in isolated BMSC from ischemic brain. Click here for file

Additional file 3 **Table S3**. Up-regulated transcripts in isolated BMSC from ischemic brain. Click here for file

Additional file 4 **Table S4**. Extracellular factors that are expressed in BMSC isolated from ischemic regions compared to naïve BMSC. Click here for file

# Supplementary material for: Induction of neuro-protective/regenerative genes in stem cells infiltrating post-ischemic brain tissue
**Source:** Exp Transl Stroke Med. 2010 May 28;2:11. doi: 10.1186/2040-7378-2-11
**Supplement:** Additional file 1 — Table S1. RT PCR primers

**Supplementary Table 1.**

**Real Time PCR Primers**

| **Gene** | **Accession no.** | **Forward** | **Reverse** |
| --- | --- | --- | --- |
| Angiopoietin 4 | NM_009641 | GACACAATCCAGAACCAGAC | CAGTGAGTTCTCCAGCATTT |
| Nerve growth factor beta | NM_013609 | AAGCTCACCTCAGTGTCTGG | TTTAGTCCAGTGGGCTTCAG |
| Bone morphogenic protein 2 | NM_007553 | TGAACACAGCTGGTCACAGA | ACTCCCCATGGCAGTAAAAG |
| Glial cell line derived neurotrophic factor | NM_010275 | CTCTAGCTCTTGGGGGAATC | ACGACCGAGACATCAGAGAG |
| Brain derived neurotrophic factor | NM_007540 | GGTGCAGAAAAGCAACAAGT | GCACAAAAAGTTCCCAGAGA |
| Insulin-like growth factor 2 | NM_010514 | TCACAGGTCAACTTGCAGAA | GCTCCCGTTATGTAGGGAAT |
| Fibroblast Growth Factor-7 | NM_008008 | AAAGGGGATTCCTGTCAAAG | GCAAGTCCAGCTTGATCAGT |
| Endothelial cell-specific molecule 1 | NM_023612 | TTCTCAAACCTTGCCAACAG | GACAAAACCTAACAGCCGGT |
| Tissue inhibitor of Metalloproteinease-2 | NM_011594 | CGCAGATATCCGGTACGCCTA | CACAAGCCTGGATTCCGTGG |
| S100B | NM_009115 | CAGAGACCCTTAATTCCCCA | GTTCCTGGAGGACAGAGGAG |

# Supplementary material for: Induction of neuro-protective/regenerative genes in stem cells infiltrating post-ischemic brain tissue
**Source:** Exp Transl Stroke Med. 2010 May 28;2:11. doi: 10.1186/2040-7378-2-11
**Supplement:** Additional file 4 — Table S4. Extracellular factors that are expressed in BMSC isolated from ischemic regions compared to naïve BMSC.

**Table 4** Extracellular factors that are expressed in BMSC isolated from ischemic regions compared to naïve BMSC.

How the deposited data were processed for this re-analysis (not part of the article)

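The data are 6 Affymetrix mouse genome arrays, 3 of naïve Large T BMSC and 3 of iLarge T BMSC, each hybridized with pooled RNA. As deposited by the authors, the values are intensity signals made with the MAS5 algorithm, for which the paper names GeneChip Operating Software 1.2, and each array is scaled to a trimmed mean of 2500. They were checked to be positive and linear, and log2 was taken before the tests. The deposited table gives no detection calls, so the 40th percentile of each array served as the limit of near background. The number of arrays limits the precision.

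Of 45037 probe sets other than controls, 34945 have 1 gene symbol, 932 have several and 9160 have none listed in the annotation used. No gene was named from a probe set with several. Of the single-symbol probe sets, 34741 were found by gene identifier in the RefSeq table, and 0 symbols changed. Genes with no probe set of their own are not analysed here.

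Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with Benjamini-Hochberg adjustment over all tested probe sets. Tables, checks and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A call needs an adjusted p under 0.05 and a change of at least 2-fold. Gene lists with at least 5 measured genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 42 lists, and again with an estimated correlation and with fry. Of these, 37 were written from general knowledge, since the GO and KEGG tables of the study are not used here, and 5 were taken from the study: Tables S2 and S3, which were chosen on these arrays, the RT-PCR genes and 2 lists of genes that the paper names. Those of mesothelial and of meningeal and perivascular fibroblast genes were written after the gene symbols of Tables S2 and S3 had been read. The other lists were also set after the values of Tables S2 to S4 had been seen. Table S2 holds 35 of 47 E2F target genes and 26 of 35 DNA replication genes, so these lists are not independent evidence either. The test was run on simulated data with known changes, where it called 0 of 20 lists without a change. Simulated data do not show how the members of a list correlate in these cells, so this count does not vouch for the preset correlation of 0.01. With an estimated correlation, 2 of the 42 lists were called in the real data.

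The comparison, the test, the gene lists, the alternatives not marked as added and the rule for named genes were set before the data were examined, but after the values of Tables S2 to S4 had been seen. The rule names the 10 genes with the largest change in each direction among called genes whose arrays do not overlap and whose brighter group is at or above the median signal. It also names every gene of the paper, up to 4 called members of each list, and Xist, the Y-linked genes, Nnt, Itgam and Ptprc. Alternatives were the methods' t-test on log2 values and on linear signals, limma without the intensity trend, quantile normalization, a filter on dim probe sets, a floor at the 40th percentile, log2 of the signal plus 16, leaving out each array, other ways to choose a probe set for a gene, and other fold thresholds. After the data were seen, 3 were added: the spike-in pairs as a block, leaving out 2 arrays that stand apart, and a linear t-test adjusted over bright probe sets of at least 2-fold. Ranges over the alternatives of a gene list leave these 3 out.

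The 64 control probe sets were left out of the tests. The RT-PCR, staining and flow cytometry results of the paper and its GO and KEGG z-scores are not analysed here. Table S4 was not tested as a list, because the copy used holds 79 of its 80 rows.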

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

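Tests of iLarge T replicate 6 against the other iLarge T arrays, the count of genes that keep less than 0.05 of their naïve signal, and leaving out naïve replicate 1 and iLarge T replicate 6 together, were chosen only after the result was seen. Those 2 arrays are the ones said below to stand apart. The lists below name gene groups that the paper does not discuss as such, and were higher in iLarge T BMSC than in the naïve control, apart from 2. Y-linked genes had a higher median but were not called, and E2F target genes, given beside the p53 target genes, fell and include Brca1 and Rfc4 of the paper. A list of this kind is not evidence that the cell type it is named after was present. Groups of 3 arrays were not tested for outliers.

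Y-linked genes had a median log2 fold change of 2.07 over 6 measured genes, or 3.11 without naïve replicate 1, 1.28 without naïve replicate 5, 1.13 with low signals raised to the 40th percentile and 3.85 without both arrays that stand apart. None was called by limma or by the methods' t-test, 3 had an unadjusted p under 0.05 and 2 were higher when adjusted over the list alone (adjusted p = 0.128 by camera), and without naïve replicate 1, 3 were called higher (adjusted p = 0.0116 by camera). Eif2s3y, a translation factor subunit, had signals of 7564, 3.44 and 15.2 on naïve replicates 1, 3 and 5 and 16802, 12022 and 9598 on iLarge T replicates 2, 4 and 6. Female naïve cells are argued against by Xist, the transcript of the inactive X chromosome, at 0.28 (standard error 0.70), where a sex difference needs -2 or lower. Loss of the Y chromosome from naïve cells stays open, with Xist at a mean percentile of 47.6 on the naïve arrays. A mixture with most cells of the injected line stays open too, if those cells changed their expression. The 50 brightest genes of Table S2 kept a median of 0.310 of their naïve signal, with 21 of them under 0.25 and 7 under 0.1. Of 585 bright genes called lower, 31 kept less than 0.05. A majority of cells with unchanged naïve expression would not allow shares this low, so these values argue against it for these genes. Cells of the male recipients were tested for only by Nnt, of which their strain carries a deletion (under other observations below). Its log2 fold change of -1.45 leaves the presence of such cells open, and the paper reports large T staining in all isolated cells.

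E2F target genes were lower, with 37 of 47 that fell and none that rose (40 lower when adjusted over the list alone; adjusted p = 2.55e-34 by camera, and adjusted p = 0.0992, in a range of 1.09e-52 to 0.0992 over its alternatives, with an estimated correlation). The p53 target genes had a median of 0.90 (7 of 39 higher and 0 lower, 11 higher and 2 lower when adjusted over the list alone, and 19, 3, 4, 5, 2 and 2 higher and 3, 0, 0, 0, 0 and 0 lower without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn; adjusted p = 0.000957 by camera, and adjusted p = 0.332, in a range of 5.10e-07 to 0.332 over its alternatives, with an estimated correlation), among them Pmaip1, which promotes apoptosis, at 3.07 (standard error 0.30, adjusted p = 0.000852). The test for lower activity of the large T antigen, which binds Rb and p53, needs E2F targets below -0.5 and p53 targets above 0.3, and gave -2.38 and 0.90. Lower large T activity is a candidate explanation, but p53 targets lay 0.93 above the naïve mean on naïve replicate 1, more than on iLarge T replicates 2, 4 and 6 (0.54, 0.83 and 0.66), and slower growth of the iLarge T cultures for another reason was not tested. The median of the p53 target genes was 0.54 without naïve replicate 3 and 0.56 on linear signals, and fry did not call the list (adjusted p = 0.0669).

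Genes of microglia and macrophages had a median of 2.67 (1 of 18 higher and 0 lower, 2 higher and 0 lower when adjusted over the list alone, and 2, 0, 0, 0, 1 and 0 higher without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn; adjusted p = 0.00214 by camera, and adjusted p = 0.424, in a range of 2.51e-05 to 0.424 over its alternatives, with an estimated correlation), or 0.97 without iLarge T replicate 6, 1.61 without dim probe sets, 1.73 with low signals raised to the 40th percentile and 0.80 without both arrays that stand apart, and the call was lost with statistics of the t-test on log2 values (0.0994), on linear signals (0.193), without iLarge T replicate 6 (0.161), without both arrays that stand apart (0.186) and by fry (0.185). On iLarge T replicate 6 they lay 4.63 above the naïve and 4.59 above the other iLarge T arrays, with Ptprc (CD45) 4.47 and Itgam (CD11b) 2.32 higher, and Lyz2, Ctss and Tyrobp, abundant in macrophages, had signals of 78316, 40286 and 18261 there. Brain tissue as a whole, for which each list was set to exceed 1, is argued against by neuron genes at -0.48 (standard error 0.41), with astrocyte genes at 0.30 (standard error 0.50) and a median over all 46 members with oligodendrocyte genes of 0.295 (standard error 0.262), and another scale of the array by the median over all genes, -0.061. Cells of the macrophage lineage in that culture are a candidate source, their number was not measured, and cells of the oligodendrocyte lineage stay open, with a median of 1.25 (standard error 0.40) that the limit of 1 does not decide. Tables S2 and S3 hold none of the 18 genes, and the paper reports under 1% of CD11b or CD45 cells among the injected cells by passage 3, large T staining in all isolated cells, and no growth at 33°C from infarcts of mice given wild-type BMSC or saline.

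Endothelial genes had a median of 2.05 (3 of 19 higher and 2 lower, 7 higher and 2 lower when adjusted over the list alone; adjusted p = 0.00970 by camera, and adjusted p = 0.486, in a range of 0.00147 to 0.518 over its alternatives, with an estimated correlation), and lay 2.35 higher on iLarge T replicate 6 than on the other iLarge T arrays. Their median was 0.97 without iLarge T replicate 6, 1.14 with low signals raised to the 40th percentile and 1.28 without both arrays that stand apart, and the call was lost with statistics of the t-test on log2 values (0.0994), on linear signals (0.518), without dim probe sets (0.0788), without iLarge T replicate 6 (0.335), without both arrays that stand apart (0.260) and by fry (0.244), given as adjusted p. Pericyte genes had a median of 2.14 (3 of 13 higher and 0 lower, 5 higher and 0 lower when adjusted over the list alone, and 5, 3, 3, 3, 3 and 2 higher without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn; adjusted p = 4.85e-05 by camera, and adjusted p = 0.199, in a range of 2.33e-06 to 0.199 over its alternatives, with an estimated correlation), and lay 1.85 higher on that array, with a median of 1.42 without iLarge T replicate 6. Smooth muscle and myofibroblast genes had a median of 2.87 (1 of 13 higher and 1 lower, 8 higher and 1 lower when adjusted over the list alone, and 8, 1, 1, 1, 1 and 1 higher and 1, 0, 1, 0, 1 and 1 lower in the same order; adjusted p = 0.000605 by camera, and adjusted p = 0.219, in a range of 1.22e-05 to 0.219 over its alternatives, with an estimated correlation), with a median of 1.88 without iLarge T replicate 6, 1.90 with low signals raised to the 40th percentile and 1.83 with the mean of the probe sets and with the call lost with statistics of the t-test on log2 values (0.0501) and on linear signals (0.153), given as adjusted p. Its members lay 1.62, 2.15 and 3.81 above the naïve mean on iLarge T replicates 2, 4 and 6. This list and the meningeal and perivascular fibroblast list below lay 1.12 and 1.16 higher on naïve replicate 1 than on the other naïve arrays. Meningeal and perivascular fibroblast genes had a median of 1.79 (5 of 24 higher and 1 lower, 12 higher and 1 lower when adjusted over the list alone, and 10, 3, 3, 2, 5 and 2 higher and 1, 0, 0, 0, 0 and 1 lower in the same order; adjusted p = 4.85e-05 by camera, and adjusted p = 0.219, in a range of 9.35e-07 to 0.219 over its alternatives, with an estimated correlation), with a median of 1.09 with low signals raised to the 40th percentile, where Table S3 holds 6 of the genes, so the list is not independent evidence. Bone marrow stromal markers had a median of 1.83 (5 of 19 higher and 1 lower, 6 higher and 2 lower when adjusted over the list alone, and 8, 3, 4, 3, 3 and 4 higher and 2, 1, 1, 1, 1 and 1 lower in the same order; adjusted p = 0.00335 by camera, and adjusted p = 0.143, in a range of 0.000233 to 0.252 over its alternatives, with an estimated correlation), with a median of 0.79 without naïve replicate 3, 1.00 without naïve replicate 5, 0.81 without iLarge T replicate 6 and 0.87 on linear signals and with the call lost on linear signals (0.252), given as adjusted p. Osteoblast and chondrocyte genes had a median of 1.24 (3 of 14 higher and 0 lower, 4 higher and 0 lower when adjusted over the list alone; adjusted p = 0.00196 by camera, and adjusted p = 0.163, in a range of 0.000233 to 0.163 over its alternatives, with an estimated correlation), with a median of 0.54 with low signals raised to the 40th percentile and with the call lost on linear signals (0.0621), given as adjusted p.

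Neural progenitor genes had a median of 1.37 (3 of 11 higher and 0 lower, 3 higher and 0 lower when adjusted over the list alone, and 3, 2, 3, 1, 1 and 2 higher without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn; adjusted p = 0.00214 by camera, and adjusted p = 0.102, in a range of 0.000445 to 0.124 over its alternatives, with an estimated correlation), with a median of 2.15 without dim probe sets and 0.52 with low signals raised to the 40th percentile and with the call lost on linear signals (0.124), given as adjusted p. NRF2 target and antioxidant genes had a median of 0.65 (13 of 38 higher and 1 lower, 16 higher and 1 lower when adjusted over the list alone, and 16, 5, 6, 9, 4 and 8 higher and 1, 0, 0, 0, 0 and 0 lower in the same order; adjusted p = 7.25e-06 by camera, and adjusted p = 0.0646, in a range of 8.33e-08 to 0.0646 over its alternatives, with an estimated correlation), with Nqo1, a quinone reductase, at 3.64 (standard error 0.58, adjusted p = 0.00747) and Gpx3, a secreted glutathione peroxidase, at 4.35 (standard error 0.60, adjusted p = 0.00401). Imprinted genes had a median of 1.62 (6 of 25 higher and 0 lower, 6 higher and 0 lower when adjusted over the list alone, and 10, 3, 4, 2, 2 and 2 higher in the same order; adjusted p = 0.000585 by camera, and adjusted p = 0.219, in a range of 1.23e-05 to 0.219 over its alternatives, with an estimated correlation), with a median of 1.05 on linear signals, 0.70 with low signals raised to the 40th percentile and 1.06 with the mean of the probe sets and with the call lost on linear signals (0.0561), given as adjusted p, and lay 1.43 higher on naïve replicate 1 than on the other naïve arrays.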

How the results depend on the processing

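The spike-in block, leaving out both arrays that stand apart (naïve replicate 1 and iLarge T replicate 6) and the linear t-test on bright probe sets were chosen only after the result was seen. The labels and the paper pair no arrays, so the comparison is unpaired, and the only paired fit is the block. The spike-ins group naïve replicates 1, 3 and 5 with iLarge T replicates 2, 4 and 6, but the deviations of these arrays correlate at only 0.114, 0.013 and 0.098. Of 122 named genes called, 117 were called after quantile normalization, 122 with the floor, with log2 of the signal plus 16, without naïve replicate 1 and with the block, 89 without naïve replicate 3, 95 without naïve replicate 5, 83, 88 and 85 without iLarge T replicates 2, 4 and 6, 111 with the most variable probe set and 106 with the mean of the probe sets, but 37 by limma without the intensity trend, 3 by the t-test on log2 values and 7 on linear signals. Without 1 array, the log2 fold change of 0 of these 122 genes moved by over 1.5 times, but the fitted fold of 71 did. Dim signals limit the folds, of which many are lower bounds. The causes of the changes below were not tested.

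Probe sets higher and lower numbered 15 and 13 by the t-test on log2 values, 33 and 67 on linear signals, 186 and 109 without the intensity trend, 280 and 185 by treat at 2-fold, 1677 and 1484 with the floor, 1597 and 1549 with the block and 2189 and 2375 without both arrays. Genes numbered 7 and 7, 17 and 36, and 85 and 48 in the first 3 of these, 971 and 850 with the floor and 1211 and 1321 without both arrays. Of Table S2 and Table S3 these first 3 called 1.05% and 0.880%, 4.96% and 2.11%, and 4.96% and 9.86%. Lists called higher numbered 8 on linear signals, and with an estimated correlation the only calls left were Table S3, higher, and Table S2, lower, both chosen by the study on these arrays, and mesothelial genes came nearest of the other lists (adjusted p = 0.0501), with cell cycle at -0.50 (adjusted p = 0.108), DNA replication at -2.19 (0.0646) and ECM-receptor interaction at 0.76 (0.172). ECM-receptor interaction was at 0.63 (0.0596) on linear signals and axon guidance at 0.29 (0.0141) by fry.

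Eif2s3y was called with the floor (4.25), the block (7.41), the mean of probe sets (5.35) and without both arrays (10.94), Kdm5d with the floor (2.16) and without both arrays (8.91), and Uty without both arrays (5.04). Nnt was not called by the t-test on log2 values (-1.45), on linear signals (-1.43), without the intensity trend (-1.45) and with the mean of probe sets (-0.62). Without both arrays, camera's direction turned for adipocyte (0.91), blood lineage (0.12) and hypoxia genes (-0.00641), and the sign for Egf (0.23), Sry (0.34), Tgfb1 (-0.55) and Tsix (0.64), and for Tsix with the floor (0.17). The sign turned with the most variable probe set for Col12a1 (-0.77), Igf1 (0.35) and Srgap3 (-0.75), and on linear signals for Zfy2 (-0.48). Dkk1 was at -0.46 on linear signals, -0.14 after quantile normalization, -0.0249 with the floor, -0.0680 with 16 added, -3.44 with the most variable probe set, -1.71 with the mean and -0.75 without both arrays. For the gene list ribosomal protein genes, the direction by camera turned on linear signals (0.00255), with the filter (-0.0106), the most variable probe set (0.0489), the mean (0.0247), the block (-0.0128) and without both arrays (0.32), and by fry (-0.0128).

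With each array left out in turn, the values ranged as follows: probe sets past the threshold, higher 422 to 2342, probe sets past the threshold, lower 367 to 2140, genes past the threshold, higher 250 to 1298, genes past the threshold, lower 232 to 1214, gene lists called higher 17 to 23, gene lists called lower 8 to 8, percent of Table S2 25.9 to 70.8, percent of Table S3 26.4 to 79.0, axon guidance 0.19 to 0.35, cell cycle -0.60 to -0.48, DNA replication -2.26 to -2.09, ECM-receptor interaction 0.64 to 0.83, MAPK signaling 0.0902 to 0.22, Eif2s3y 5.20 to 10.75, Kdm5d 4.70 to 8.78, Nnt -1.57 to -1.27, Uty 1.53 to 4.91, Xist -0.10 to 0.68. For results whose direction turned in such a fit, they ranged as follows: adipocyte 0.68 to 1.51, blood lineages -0.0862 to 0.72, ribosomal protein genes -0.21 to 0.17, Dkk1 -0.93 to 0.66, Egf -0.71 to 0.14, Tsix -1.72 to 1.21, Zfy2 -0.23 to 1.66.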

Differences from the paper's values

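No test reported here was chosen after the result was seen, apart from the added settings named as such. The paper counts 1885 genes (890 higher, 995 lower). Its Tables S2 and S3 hold that many rows under 710 and 616 gene symbols, so the count is taken here as one of probe sets, which the paper does not say. At the paper's thresholds limma called 2137 probe sets (1113 higher, 1024 lower) and 1237 genes (644 higher, 593 lower), and so fewer genes than 1885 by over 1.5 times. With the count taken so, no measured fold of limma's comparison was found to differ from the paper's by more than 1.5 times beyond its spread. Where a gene has several probe sets, the one nearest the paper's ratio was compared, which favors agreement. For genes near background, such as Fgf7, Gpc1, Dkk2, Tafa5 and Bnc1, the fold is a lower bound under the paper's value. Such a bound cannot decide whether the values agree. The methods' t-test, whose scale the paper does not give, reached 28 on log2 values and 100 on linear signals. Quantile normalization (2055), the filter on dim probe sets (2257), log2 of the signal plus 16 (2262) and no fold threshold (2156) lie within 1.5 times of the paper's count. So does a linear t-test adjusted over bright probe sets of at least 2-fold (1840), which was chosen after seeing the values, after 18 combinations had been tried, and does not call 199 of 665 measured genes of Table S2 and 174 of 568 of Table S3.

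The paper names Angpt4 and Epha4 as higher and Efnb1 as lower, and limma did not call them at the probe set nearest the paper's ratio (adjusted p = 0.0512, 0.0573 and 0.0654), though each had the paper's direction. Angpt4 was called with the filter on dim probe sets (0.0418), the floor (0.00859), log2 of the signal plus 16 (0.0455) and without naïve replicate 1 (0.0182), and in 2 settings chosen after seeing the data, the spike-in block (0.0264) and the linear t-test on bright probe sets (0.0407). Epha4 was called with the floor (0.000590), log2 of the signal plus 16 (0.0402) and without naïve replicate 1 (0.000276), and in 3 settings chosen after seeing the data, the spike-in block (0.0267), without the 2 arrays that stand apart (0.00283) and the linear t-test on bright probe sets (0.0191). Efnb1 was called with the floor (0.0475) and without naïve replicate 1 (0.0268), and, chosen after seeing the data, with the spike-in block (0.0250) and without the 2 arrays that stand apart (0.0118). Angpt1 was called at 1 of its 2 probe sets. The abstract lists basic fibroblast growth factor as increased, and Fgf2 had that direction but was not called by limma (log2 fold change 1.42, adjusted p = 0.108).

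The paper describes most of 6 trophic factors as activated, and limma called 0 of them at the thresholds of the paper, with fry calling the list higher (adjusted p = 0.0170). It describes changes in immune genes as small, and camera called the interferon list lower (median -1.66, or -0.73 without naïve replicate 1 and -1.09 without iLarge T replicate 2) and that of antigen presentation lower (median -0.66, or -0.27 without iLarge T replicate 2 and -1.02 without both arrays that stand apart). Most members did not pass the test (37 of 43 and 22 of 27), and both calls were lost with an estimated correlation and by fry. The paper counts MAPK and axon guidance genes among the groups raised, and camera called neither list (adjusted p = 0.316 and 0.117), while fry called axon guidance higher (0.0141) and gave 0.0943 for MAPK. The lists here were written for this comparison and are not the paper's KEGG groups. Ddr2 is given as 145-fold in the text of the paper, while its Table S3 lists 115.06 at the ratio nearest to it, and limma gave 185-fold and 39.6-fold at its 2 probe sets (279-fold, 79.1-fold and 287-fold at the first without naïve replicates 1, 3 and 5 in turn, and 67.9-fold with signals raised to the 40th percentile, under which 2 of 3 naïve arrays lay).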

Other observations

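No test reported in this part was chosen after the result was seen, apart from leaving out together naïve replicate 1 and iLarge T replicate 6, the arrays that stand apart. Among genes of cell identity that the paper does not discuss, Cdh5 and Emcn, adhesion and surface proteins of endothelium, were near background on all naïve arrays and at least 24.1-fold and at least 23.3-fold higher in iLarge T BMSC (adjusted p = 0.00760 and adjusted p = 0.00477 from limma). Without iLarge T replicate 6 the bounds were 11.4-fold and 13.2-fold, and that of Cdh5 was 37.3-fold without iLarge T replicate 2. Cdh5 had signals of 2211, 2787 and 23797 on iLarge T replicates 2, 4 and 6, and Emcn 2857, 2917 and 15858. Of 19 endothelial genes 3 rose and 2 fell, and the call of that list was lost without iLarge T replicate 6 (adjusted p = 0.335, in a range of 0.00147 to 0.518 over its alternatives). Cspg4, the NG2 proteoglycan of pericytes and glial progenitors, rose by 3.56 on the log2 scale (standard error 0.36, adjusted p = 0.000969). Ldhb, a lactate dehydrogenase subunit, and Hk2, a hexokinase, rose by 2.58 (standard error 0.28, adjusted p = 0.00133) and 1.69 (standard error 0.28, adjusted p = 0.00911).

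Nnt, a mitochondrial transhydrogenase of which the recipient strain carries a deletion, fell by 1.45 on the log2 scale (standard error 0.25, adjusted p = 0.0109), from a signal of 14838 ± 845 to 5508 ± 1177 (SD, n = 3). The test for this deletion in the iLarge T cells needs a fall of at least 2, so its value, -1.45, leaves the question open. The call was lost without naïve replicate 3 (adjusted p = 0.0525).

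For folds over 100 in the tables of the paper, raising signals to the 40th percentile lowered the median fold by 82.2%, as a dim denominator would. Of 10 splits of the 6 arrays, 1, the real one, gave 2137 probe sets past the threshold, and the highest other gave 0 by limma (up to 4654 at an unadjusted p under 0.05). With 10 splits, no share under 0.05 can be reached.

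Camera did not call 7 lists of cell types and cell state. Neuron genes had a median log2 fold change of 1.32 (3 of 18 higher and 0 lower, 3 higher and 0 lower when adjusted over the list alone, and 3, 1, 1, 1, 1 and 1 higher without naïve replicates 1, 3 and 5 and iLarge T replicates 2, 4 and 6 in turn; adjusted p = 0.0601 by camera, and adjusted p = 0.405, in a range of 0.0238 to 0.405 over its alternatives, with an estimated correlation), or 0.71 without naïve replicate 3, 0.65 without iLarge T replicate 2, 2.10 without iLarge T replicate 6, 0.87 without dim probe sets, 0.33 with low signals raised to the 40th percentile, 0.48 with the most variable probe set and 2.10 without both arrays that stand apart. Astrocyte genes had a median log2 fold change of 0.94 (1 of 15 higher and 0 lower, 1 higher and 0 lower when adjusted over the list alone, and 2, 1, 1, 1, 1 and 1 higher and 2, 0, 0, 0, 0 and 0 lower in the same order; adjusted p = 0.327 by camera, and adjusted p = 0.434, in a range of 0.0490 to 0.686 over its alternatives, with an estimated correlation), or 0.49 without naïve replicate 1, 0.44 without iLarge T replicate 4, 0.59 with low signals raised to the 40th percentile and 0.55 with the mean of the probe sets. Oligodendrocyte lineage genes had a median log2 fold change of 0.59 (1 of 13 higher and 0 lower, 1 higher and 0 lower when adjusted over the list alone; adjusted p = 0.3 by camera, and adjusted p = 0.530, in a range of 0.0833 to 0.673 over its alternatives, with an estimated correlation), or 0.10 without naïve replicate 3, 0.12 without iLarge T replicate 2, 0.35 without iLarge T replicate 6, -0.015 without dim probe sets, 0.27 with low signals raised to the 40th percentile and 0.12 without both arrays that stand apart. Adipocyte genes had a median log2 fold change of 1.06 (0 of 9 higher and 1 lower, 0 higher and 1 lower when adjusted over the list alone, and 1, 0, 0, 0, 0 and 0 higher and 1, 0, 0, 0, 0 and 1 lower in the same order; adjusted p = 0.608 by camera, and adjusted p = 0.635, in a range of 0.314 to 0.842 over its alternatives, with an estimated correlation), or 0.68 without iLarge T replicate 6 and 0.30 with low signals raised to the 40th percentile. Blood lineage genes had a median log2 fold change of 0.53 (1 of 13 higher and 1 lower, 1 higher and 1 lower when adjusted over the list alone, and 1, 1, 0, 0, 0 and 0 higher in the same order; adjusted p = 0.796 by camera, and adjusted p = 0.862, in a range of 0.439 to 0.960 over its alternatives, with an estimated correlation), and lay at -0.0862 to 1.33 over its alternatives. Ribosomal protein genes had a median log2 fold change of -0.0128 (0 of 28 higher and 1 lower, 0 higher and 1 lower when adjusted over the list alone, and 1, 0, 0, 0, 0 and 0 lower in the same order; adjusted p = 0.946 by camera, and adjusted p = 0.988, in a range of 0.0595 to 0.988 over its alternatives, with an estimated correlation), and lay at -0.21 to 0.17 over its alternatives. Genes of the hypoxia response and glycolysis had a median log2 fold change of 0.34 (3 of 29 higher and 0 lower, 4 higher and 0 lower when adjusted over the list alone, and 5, 2, 3, 2, 2 and 2 higher and 3, 0, 0, 0, 0 and 0 lower in the same order; adjusted p = 0.0943 by camera, and adjusted p = 0.499, in a range of 0.0105 to 0.677 over its alternatives, with an estimated correlation), or 0.20 without naïve replicate 1, 0.0215 without iLarge T replicate 6 and -0.00641 without both arrays that stand apart. The neuron list was called higher without naïve replicate 1 (adjusted p = 0.0238), with low signals raised to the 40th percentile (adjusted p = 0.0268) and without both arrays that stand apart (adjusted p = 0.0318), the astrocyte list by fry (adjusted p = 0.0490), the ribosomal list without both arrays that stand apart (adjusted p = 0.0445), and the hypoxia list without naïve replicate 5 (adjusted p = 0.0465) or iLarge T replicate 2 (adjusted p = 0.0105).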
